# Inhibition of insulin-like growth factor receptor/AKT/mammalian target of rapamycin axis targets colorectal cancer stem cells by attenuating mevalonate-isoprenoid pathway *in vitro* and *in vivo*

**DOI:** 10.18632/oncotarget.3684

**Published:** 2015-03-29

**Authors:** Chetna Sharon, Somesh Baranwal, Nirmita J. Patel, Daniel Rodriguez-Agudo, William M. Pandak, Adhip PN Majumdar, Geoffrey Krystal, Bhaumik B. Patel

**Keywords:** cancer stem cells, insulin-like growth factor-1 receptor, mTOR, mevalonate pathway, isoprenoids

## Abstract

We observed a co-upregulation of the insulin-like growth factor receptor (IGF-1R)/AKT/mammalian target of rapamycin (mTOR) [InAT] axis and the mevalonate-isoprenoid biosynthesis (MIB) pathways in colorectal cancer stem cells (CSCs) in an unbiased approach. Hence, we hypothesized that the InAT axis might regulate the MIB pathway to govern colorectal CSCs growth. Stimulation (IGF-1) or inhibition (IGF-1R depletion and pharmacological inhibition of IGF-1R/mTOR) of the InAT axis produced induction or attenuation of CSC growth as well as expression of CSC markers and self-renewal factors respectively. Intriguingly, activation of the InAT axis (IGF-1) caused significant upregulation of the MIB pathway genes (both mRNA and protein); while its inhibition produced the opposite effects in colonospheres. More importantly, supplementation with dimethylallyl- and farnesyl-PP, MIB metabolites downstream of isopentenyl-diphosphate delta isomerase (IDI), but not mevalonate and isopentenyl-pp that are upstream of IDI, resulted in a near-complete reversal of the suppressive effect of the InAT axis inhibitors on CSCs growth. The latter findings suggest a specific regulation of the MIB pathway by the InAT axis distal to the target of statins that inhibit 3-hydroxy-3-methyl-glutaryl-CoA reductase (HMGCR). Effects of IGF-1R inhibition on colonic CSCs proliferation and the MIB pathway were confirmed in an ‘*in vivo*’ HCT-116 xenograft model. These observations establish a novel mechanistic link between the InAT axis that is commonly deregulated in colorectal cancer and the MIB pathway in regulation of colonic CSCs growth. Hence, the InAT-MIB corridor is a novel target for developing paradigm shifting optimum anti-CSCs therapies for colorectal cancer.

## INTRODUCTION

Despite a significant improvement in the cancer therapeutic armamentarium in the past decade, the outcomes for colorectal cancer remain poor as disease relapse following standard treatment is a common phenomenon [1]. Increasing literature suggests that most epithelial tumors are composed of heterogeneous population of cells with differing tumorigenic potential organized in a hierarchical fashion [2-4]. In colorectal cancers, a relatively rare population of cells that expresses distinct set of cell surface markers, such as CD133, CD44, C-X-C chemokine receptor type 4 (CXCR4) and Leucine-rich repeat-containing G-protein coupled receptor 5 (LGR5), have been identified as highly tumorigenic and are referred to as cancer stem cells (CSCs) [5, 6]. An emerging therapeutic paradigm suggests that targeting CSCs, that survive initial chemotherapy or radiation insult resulting in disease relapse, is likely to overcome shortcomings of current anti-cancer therapies [2, 7].

Emerging literature highlights the role of Insulin-like growth factor (IGF)-1 receptor (IGF-1R) pathway in regulating ‘CSC properties’ in several epithelial cancers, including colorectal cancer [8, 9]. In fact, anti-IGF-1R therapies have been shown to inhibit CSCs growth and overcome resistance to chemotherapy and/or radiation [10, 11]. The binding of IGFs to IGF-1R results in receptor autophosphorylation and activation of critical downstream targets, including the PI3K/AKT/mTOR signaling (InAT axis) as well as RAS/RAF/MAPK pathways [12]. Of these, the InAT axis is particularly linked with regulating stemness in a variety of cancer models [13, 14]. In addition to IGF-1R, AKT and mTOR have also been shown to play a critical role in breast CSCs [13, 14]. However their role in colon CSCs is not well studied. Sadly, the hype related to anti-IGF-1R therapies have not translated into clinical benefit due to a variety of reasons, including a poor understanding of the detailed mechanism of action of anti-IGF-1R therapy on CSC growth [15].

The mevalonate-isoprenoid biosynthesis (MIB) pathway (refer to Fig. 5) is involved in production of farnesyl pyrophosphate (FPP), which regulates critical biological processes such as hormone synthesis, N-glycosylation and protein prenylation amongst others, from acetyl-CoA, an intermediary metabolite [16]. Mevalonic acid (MVA), the synthesis of which is a rate limiting step in the pathway, and isoprenes such as isopentenyl pyrophosphate (IPP) and dimethylallyl pyrophosphate (DMAPP) are important intermediates in this pathway. Therefore, this pathway will be referred to as the MIB pathway [17, 18] henceforth. Hydroxymethylglutaryl coenzyme A reductase (HMGCR), the rate limiting enzyme of the MIB pathway, induced neoplastic transformation of MCF 10A mammary epithelial as well as promoted the growth of transformed MCF7 breast cancer cells [19], highlighting the importance of the MIB pathway in carcinogenesis. This pathway is particularly activated by gain-of-function mutations in p53 gene and also plays a very important role in the breast CSCs growth [20, 21]. Recently, the MIB pathway has generated a remarkable interest as a therapeutic target, partly due to the fact that it is readily inhibited by several FDA approved drugs or combinations thereof [16, 22].

In the current manuscript, we demonstrate a novel role of IGF-1R in regulating CSCs growth through modulation of isoprenoid biosynthetic pathway *in vitro* and *in vivo*. Specifically, we have uncovered isopentenyl diphosphate delta isomerase (IDI) as a target of IGF-1R regulation. These results suggest that inhibition of the MIB pathway by IGF-1R inhibitor is at a distinct level than that targeted by statins or nitrosylated bisphosphonates, which inhibit HMGCR and farnesyl diphosphate synthase (FDPS) respectively. These findings have essential therapeutic implications for colorectal cancer in particular and IGF-1R responsive cancer in general.

## RESULTS

### Activation of InAT axis is observed in colorectal CSCs

We and others have shown that IGF-1R is activated in chemoresistant/chemosurviving cells as well as side population (SP) fraction of colorectal cells that are enriched in CSCs [8, 10, 23, 24] To further elucidate the role of IGF-1R in CSCs, we examined activation of IGF-1R pathway in CSCs enriched spheroids [25, 26]. We observed a significant increase in not only the total IGF-1R but also its activated form pIGF-1R as well as downstream mediators, including activated forms (phosphorylated) of AKT, mTOR, p70S6K and 4EBP1 in HCT-116 spheroids compared to their monolayer counterparts (Fig. 1A & 1B). Moreover, levels of PTEN, an inhibitor of this pathway, were significantly downregulated in the spheroids (Fig 1A & 1B). Although, the spheroid cultures are enriched in CSCs, they represent a mixture of stem and progenitor cells [27]. We pursued further enrichment of CSCs through fluorescent assisted cell sorting (FACS) with two colonic CSCs markers CD133 and CXCR4 in HT-29 spheroid cells. Indeed, CD133(hi)/CXCR(hi) cells, also Dual (hi), showed approximately 3-fold increase in spheroid formation compared to CD133(low)/CXCR4(low), also Dual (lo), controls; suggesting that Dual (hi) cells represent CSCs (Supplementary Fig. 1). Upon further analyses, we observed approximately 3- to 4-fold increase in IGF-1R mRNA and protein levels in Dual (hi) (CSCs) compared to Dual (lo) (non-CSCs) (Fig. 1C, 1D & 1E). Additionally, we observed a significant increase in IGF-1 but not IGF-2 mRNA (5-fold) and protein (~ 2.8-fold) levels in Dual (hi) cells compared to the controls (Fig. 1C & 1D). Importantly, we observed a concomitant increase in pIGF-1R (1.6-fold) as well as its downstream mediator pAKT (2-fold) in Dual (hi) cells compared to Dual (lo) controls (Fig. 1D). The latter findings are consistent with the increased levels of IGF-1 (ligand) and IGF-1R (receptor) in Dual (hi) cells. As these changes were observed in non-stimulated condition, we sought to determine the effect of IGF-1 stimulation on the proportion of CSCs and their growth. HCT-116 and WiDR monolayer cells that were treated with IGF-1 (100 ng/ml) for 48 h following overnight serum starvation, showed a significant increase in proportion of LGR5 positive, an established colon CSC marker [5], as well as Dual (hi) cells (Fig. 1F & 1H). Moreover, there was a significant increase in spheroid formation in IGF-1 stimulated cells compared to vehicle treated controls (Fig. 1G & 1I); suggesting that colon cancer cells respond to IGF-1 stimulation by increasing proportion of CSCs. Overall, we observed a significant activation of InAT axis in colorectal CSCs.

**Figure 1:**
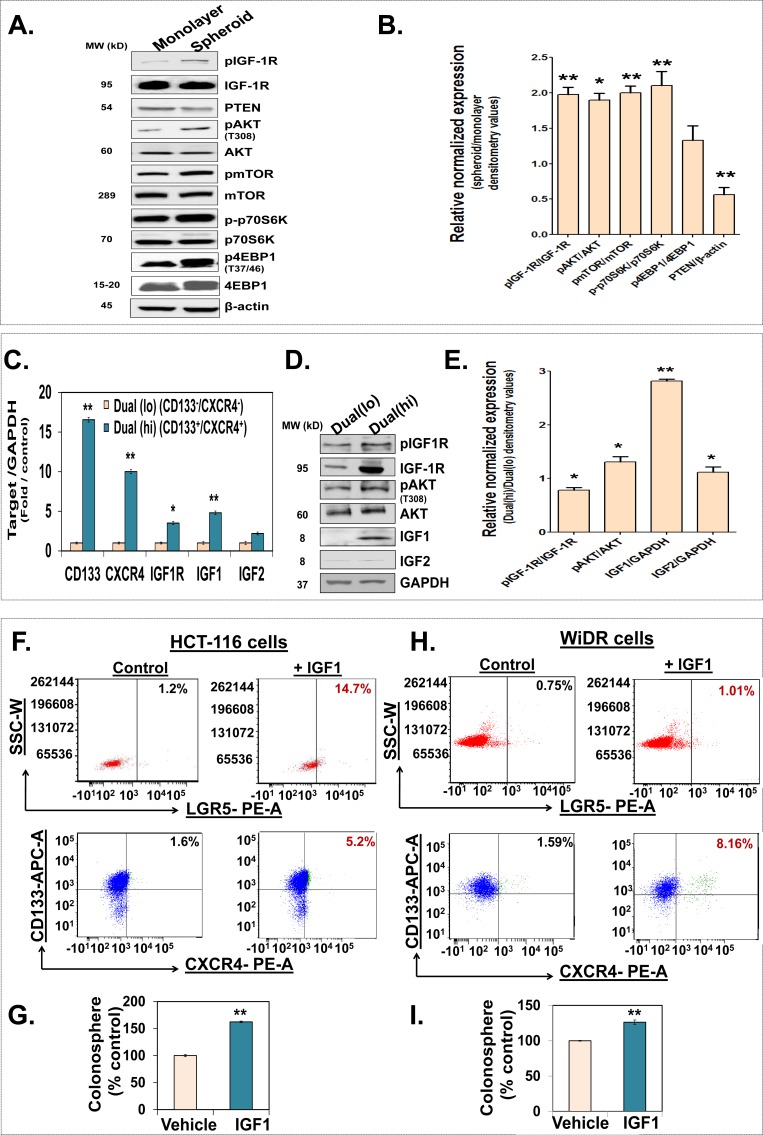
Activation of the InAT axis is observed in colorectal CSCs (**A** and **B**) Representative immunoblots and the corresponding bar graph of the gel densitometry analyses of relative normalized expression of the InAT axis proteins including activated (phosphorylated) levels of IGF-1R, AKT, mTOR, p70S6K and 4EBP1 (normalized to total protein expression) as well as PTEN, an inhibitor of InAT axis, in HCT-116 spheroids compared to respective monolayer controls. β-actin is used as a loading control. (**C**) Q-PCR analyses demonstrating differential expression of IGF-1R pathway genes and CSC markers in Dual(hi) [CD133(hi)/CXCR4(hi), CSCs] compared to Dual(lo) [CD133(low)/CXCR4 (low), non-CSCs] cells. Data was normalized to GAPDH. (**D** and **E**) Representative immunoblots and the corresponding bar graph of the gel densitometry analyses show higher expression of phosphorylated IGF-1R and AKT (normalized to total protein expression) as well as substantial increase in IGF1 level in Dual(hi) HT-29 cells compared to Dual(lo) controls. GAPDH is used as a loading control. (**F** and **H**) HCT-116 and WiDR cells grown in monolayer condition were serum starved for 24 h followed by stimulation with IGF1 (100 ng/ml) for 48 hours. Representative scattered plots of flow cytometry analyses for LGR5 positive and Dual(hi) cells (CD133 positive cells depicted in blue and CXCR4 positive cells depicted in green) show increase in proportion of CSCs in IGF1 stimulated cells compared to unstimulated controls. (G and I) Colonosphere formation in HCT-116 and WiDR monolayer cells stimulated with IGF1 (100 ng/ml) compared to respective controls. Data are presented as mean ± SD (*n* = 3). *p < 0.05; **p < 0.005.

### Inhibition of IGR-1R, an upstream regulator of InAT axis, suppresses colon CSCs growth and self-renewal

In order to determine the functional significance of activation of IGF-1R pathway in colon CSCs, we examined the effects of depletion (shRNA) of or pharmacological inhibition of IGF-1R (tyrosine kinase inhibition; OSI-906) on CSCs growth. We generated cells stably expressing reduced levels of IGF-1R by shRNA transfection and subsequent selection with puromycin. Clones showing modest depletion of IGF-1R levels (47-56%) caused a similar 40-50% inhibition in the colonosphere formation (Fig. 2A) compared to scrambled shRNA transfected controls. Likewise, the clones exhibiting a robust (>90%) inhibition of IGF-1R caused an equally strong (>90%) inhibition in the colonosphere formation compared to scrambled controls (Fig. 2A); suggesting a critical role for IGF-1R in regulating CSCs growth. We used KD clone 2 that shows ~50% reduction (pharmacologically relevant inhibition) in IGF-1R levels for all the future experiments. Limiting dilution assay using this clone shows an approximately 3-fold reduction in spheroid forming capacity compared to controls (Fig. 2B). Moreover, IGF-1R KD cells show continued inhibition of CSCs growth during subsequent propagation in SCM (2° & 3° spheroids), suggesting its role in regulating CSCs self-renewal (Fig. 2A). More importantly, IGF-1R KD spheroids show significant reduction in levels of several CSC markers such as CD133, CD44 and LGR5 (25-43%) as well as self-renewal factor C-MYC (74%) compared to scrambled transfected controls (Fig. 2C & 2D). Encouraged by the results with specific knockdown of IGF-1R, we examined the effect of OSI-906, a clinically relevant tyrosine kinase inhibitor (TKI) of IGF-1R, on CSCs growth. We observed a dose dependent inhibition in colonosphere formation in 3 out of 4 colorectal cancer cells with an apparent IC50 (0.75-1.5 μM) that lies in clinically achievable range (Fig. 2E). Moreover, treatment with OSI-906 (1.5 μM) resulted in inhibition of not only 1° spheroids but also 2° spheroids, derived from the single cell suspension of the 1° spheroids and propagated in SCM media without any further treatment, in all three colorectal cancer cells (Fig. 2F), suggesting inhibition of CSC self-renewal. Finally, in support of the phenotypic effects on CSCs growth by OSI-906, we observed a significant reduction in the expression of several CSCs markers including CD133 (23-43%), CD44 (55-62%), LGR5 (49-52%), and doublecortin and CaM kinase-like 1 (DCAMKL1) (60%), as well as self-renewal factor C-MYC (41-73%) (25) in both HCT-116 and HT-29 colon cells (Fig. 2G & 2H). Overall, the above findings unequivocally suggest that inhibition of IGF-1R attenuates CSC properties and that these effects can be achieved with clinically relevant concentrations of IGF-1R TKI.

**Figure 2:**
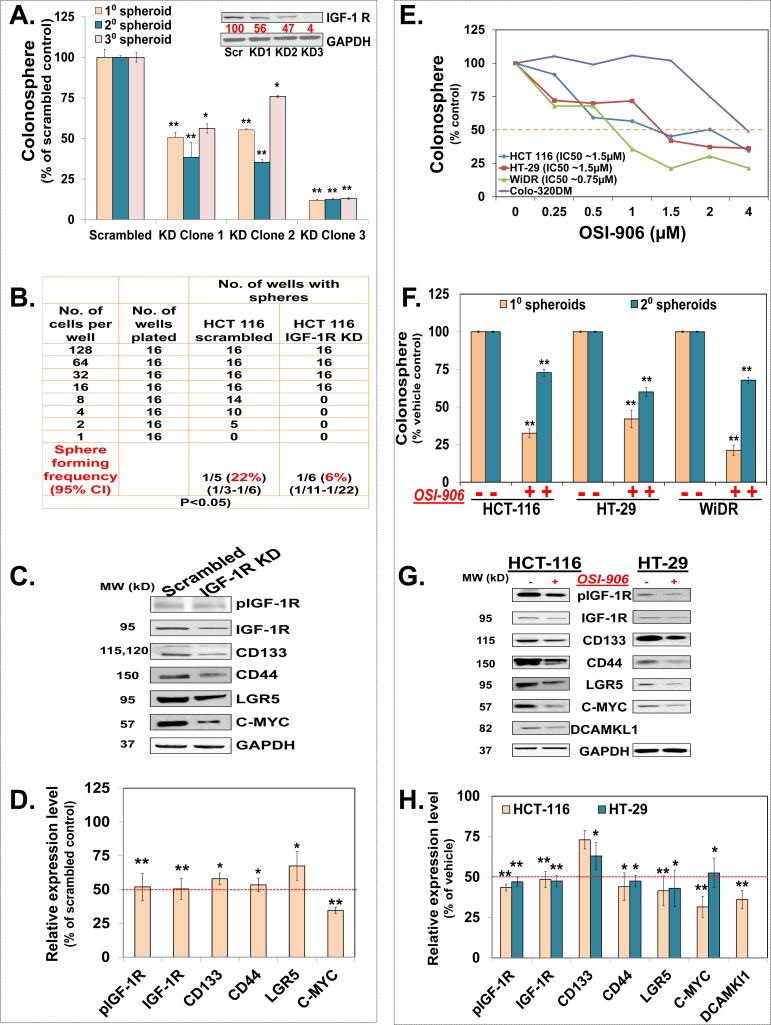
Inhibition of IGR-1R, an upstream regulator of the InAT axis, suppresses colon CSCs growth and self-renewal (**A**) Immunoblot analyses show reduced IGF-1R expression and corresponding inhibition of 1^o^/2^o^/3^o^ spheroid formation in different subclones of HCT-116 cells stably transfected with IGF-1R shRNA compared to scrambled controls; suggesting attenuation of CSC growth and self-renewal by IGF-1R gene knockdown. (**B**) Extreme limiting dilution assay shows reduced spheroid forming frequency of HCT-116 cells transfected with IGF-1R shRNA (Clone 2, IGF-1R KD) compared to scramble transfected control. (**C & D**) Representative immunoblots and the corresponding bar graph of the gel densitometry analyses show decreased expression of activated and total IGF-1R as well as CSC markers (CD133, CD44, and LGR5) and self-renewal factor (C-MYC) in IGF-1R KD spheroids compared to scrambled controls. (**E**) Dose response curve shows dose dependent inhibition of primary colonosphere formation in three out of four colon cancer cell lines treated with OSI-906, a tyrosine kinase inhibitor of IGF-1R, at an IC_50_ ranging from 0.75 μM −1.5 μM compared to vehicle treated control. (**F**) OSI-906 (1.5 μΜ) inhibits 1^o^ as well as 2^o^ spheroid formation in HCT-116, HT-29 and WiDR colon cancer cells suggesting attenuation of CSC growth and self-renewal. (**G & H**) Representative immunoblots and the corresponding bar graph of the gel densitometry analyses show decreased expression of activated IGF-1R (at 15 min) as well as CSC markers (CD133, CD44, LGR5, and DCAMKL1) and self-renewal marker (C-MYC) (24 hours) in HCT-116 and HT-29 spheroids treated with OSI-906 (1.5 μΜ) compared to vehicle treated controls. GAPDH is used as loading control for all immunoblot analyses. Data are presented as mean ± SD (*n* = 3). Numbers under the blot represent relative densitometry values. *p < 0.05; **p < 0.005.

### Mevalonate-Isoprenoid biosynthesis (MIB) pathway is upregulated in colon CSCs

In order to understand the detailed mechanisms of IGF-1R inhibition mediated attenuation of CSCs growth, we focused our attention on identifying a major co-upregulated pathway in colon CSCs. To this end, we performed a gene microarray analysis in HT-29 cells grown as monolayer (non-CSC control) and spheroid (CSCs) using the Affymetrix® platform. 

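HT-29 is a human colorectal adenocarcinoma cell line. Monolayer cells were kept in medium with 10% fetal bovine serum. Spheroids were grown from them on low-adhesion plates for 5 days in stem cell media, which hold B27 supplement, epidermal growth factor and fibroblast growth factor, so that the medium and the growth form differed together. RNA of each culture was measured on 1 Affymetrix Human Genome U133 Plus 2.0 array, and the authors computed a MAS5 signal for each of 54675 probe sets. The signal is an intensity on a linear scale. Both arrays had a trimmed mean of 500.1, with 2% of the probe sets trimmed at each end, and their median signals were 61.1 on the monolayer array and 64.4 on the spheroid array. The ratio of the 3' to the 5' control probe set was 1.05 and 1.07 for GAPDH and 4.07 and 3.65 for ACTB, on the monolayer and the spheroid array. All 18 hybridisation spike-in probe sets were lower on the spheroid array, with a mean log2 difference of -0.25, and so were all 24 labelling spike-in probe sets, at -0.42. Of the probe sets, 41097 are assigned to 1 gene, 1801 to several and 11777 are not named here. The probe set with the highest mean signal stood for each of 19775 genes. Signals under a floor of 62.7, the median of all signals, were set to the floor before log2 was taken. On this scale 11555 genes were above the floor on both arrays and 1628 on 1 array, for which the difference is a bound. The SD of the log2 difference between probe sets of one gene was 0.41, over 5506 genes. With 1 array per condition the differences have no replicate check, and no test was run. Gene lists were instead set against 10000 random lists of genes matched on mean signal, as a description of these 2 arrays.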

Unbiased analyses for the top canonical pathway using the IPA® software revealed that two related pathways, superpathway of the cholesterol biosynthesis and the MIB pathway were amongst the top 7 pathways that were enriched in spheroids compared to monolayer controls (Supplementary Fig. 2). Additionally, IGF-1 signaling pathway was also one of the most enriched pathways in HT-29 spheroids, suggesting co-upregulation of IGF-1 signaling and the MIB pathway. 

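Genes of the mevalonate pathway and of cholesterol biosynthesis were higher on the HT-29 spheroid array than on the monolayer array. HMGCS1, the synthase that makes HMG-CoA, had a signal of 1619 in monolayer and 9120 in spheroids, a log2 difference of 2.49. IDI1, which isomerises isopentenyl pyrophosphate, went from 3566 to 16096 (log2 difference 2.17), and ACAT2, the cytosolic thiolase at the start of the pathway, from 1962 to 5570 (1.51). MVD, the mevalonate diphosphate decarboxylase, was at 186.7 in spheroids and under the floor in monolayer, a log2 difference of at least 1.57. The kinase MVK and the farnesyl pyrophosphate synthase FDPS had smaller differences of 0.56 and 0.51, while ACAT1, the mitochondrial thiolase, and PMVK were at -0.14 and -0.23. Of the 4 probe sets of IDI1 above the floor, the lowest was at -0.20.
Downstream of farnesyl pyrophosphate, SC5D and MSMO1, which act on the sterol ring after lanosterol, had log2 differences of 1.65 and 1.56. DHCR7, LSS, NSDHL and SQLE, the squalene epoxidase, were at 0.94, 0.87, 0.85 and 0.69. Only LBR, also a protein of the nuclear envelope, was under 0 among the 10 measured members of this list, at -0.14. The median log2 difference was 0.56 over 9 measured mevalonate pathway genes and 0.81 over the 10 cholesterol biosynthesis genes, and 0 of 10000 random lists had a median as high as either. Of 13 genes that use isoprenoids, such as prenyltransferases, 0 were at least 2-fold higher or lower. Their median was 0.19, at the 95.5th percentile of random lists. RABGGTB, a subunit of the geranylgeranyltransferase for RAB proteins, was at 0.78 and the ubiquinone enzyme COQ2 at -0.47. With the probe set of the largest difference for each gene, 2 of the 13 were at least 2-fold higher and 1 at least 2-fold lower. The median of the 13 was then 0.11, at the 70.9th percentile.

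**Figure D1:**
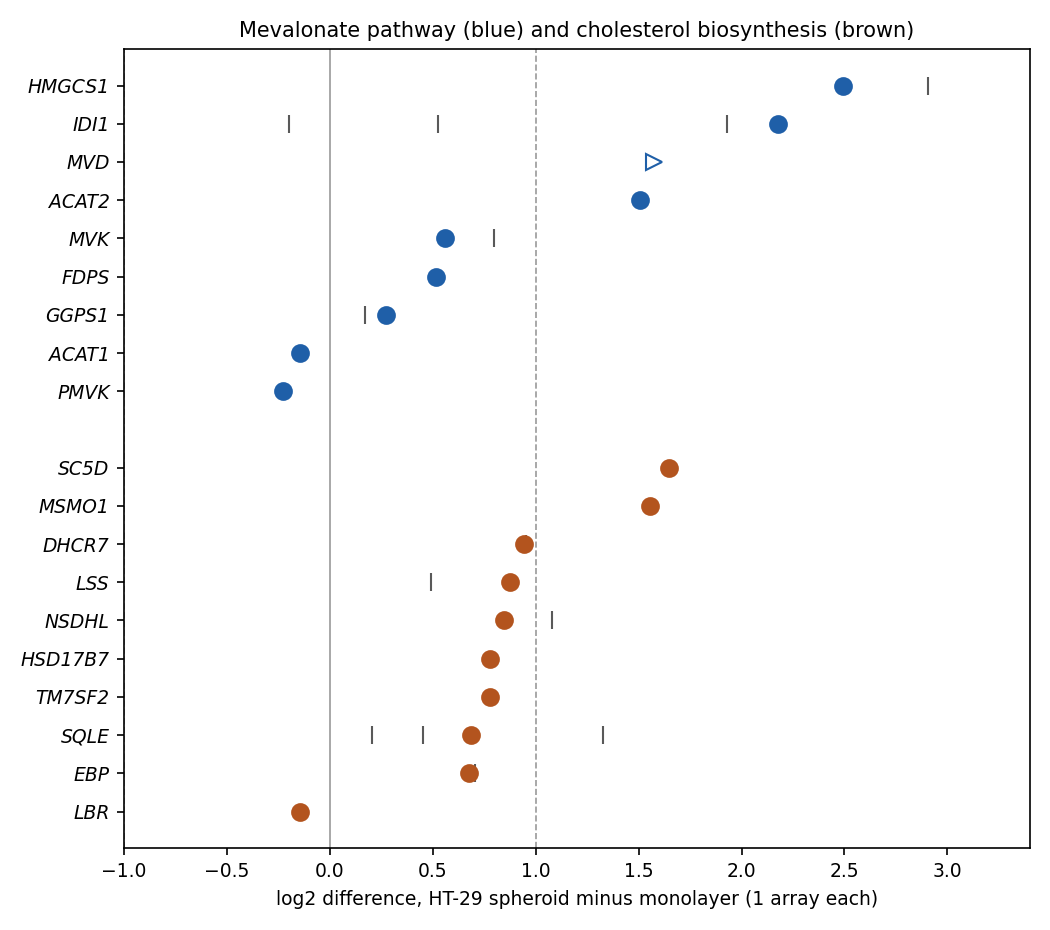
Log2 difference in signal between the HT-29 spheroid array and the monolayer array for genes of the mevalonate pathway (blue) and of cholesterol biosynthesis (brown), 1 array per condition. Each filled dot is the probe set that stands for the gene, the open triangle a lower bound, grey ticks are the gene's other probe sets above the floor on both arrays, and the dashed line marks a 2-fold difference. HMGCS1, IDI1, MVD, ACAT2, SC5D and MSMO1 lie beyond the dashed line, and PMVK is lowest at -0.23.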

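The members of the IGF-1 signalling list with the largest differences were mostly lower in spheroids. CCN2, a matricellular growth factor also known as CTGF, had a log2 difference of -1.78 between the spheroid and the monolayer array, with signals of 65.9 and 225.7. Its spheroid signal lies near the floor and under 84.7, a higher floor taken from olfactory receptor probe sets. The size of the CCN2 difference and its rank in the list are therefore uncertain. With that higher floor 4 members of the list were still at least 2-fold lower. PXN, the focal adhesion adaptor paxillin, was at -1.42 and IRS2, an adaptor of the insulin and IGF-1 receptors, at -1.40. The ligand IGF1 had a signal of 173.9 in monolayer and was under the floor in spheroids, at least 2.77-fold lower, by 1 of its 5 probe sets, and the other 4 were under the floor on both arrays. JUN, a subunit of the transcription factor AP-1, was the list's only member at least 2-fold higher, at 1.21.
Among the receptor and kinases of the InAT axis, IGF1R was 1.70-fold lower in spheroids, with signals of 1297 in monolayer and 761.2 in spheroids. Of its 3 probe sets above the floor on both arrays 2 were lower, and the dimmest was higher, at 0.64. MTOR was 1.93-fold lower and PIK3CB, a catalytic subunit of phosphoinositide 3-kinase, 1.60-fold lower. AKT1 and RPS6KB1, the gene of p70S6K, were at 0.20 and 0.34, and EIF4EBP1, the gene of 4EBP1, at -0.52. Over 20 measured genes of the axis the median log2 difference was -0.15, at the 19.0th percentile of random lists, and with the arrays scaled to the hybridisation spike-ins, a setting chosen after the data were seen, it was 0.10, at the 18.8th percentile of 2000 random lists. That scaling moves all genes upward alike, the median over all measured genes from -0.05 to 0.18. With the median of each gene's probe sets the axis was at -0.22 (3.15th percentile), and with the probe set of the largest difference at -0.35 (3.70th), with 3 genes at least 2-fold lower. Over 56 measured genes of IGF-1 signalling the median was -0.09, at the 33.5th percentile, 0.16, at the 36.3rd, relative to the spike-ins and -0.21, at the 7.45th, with the probe set of the largest difference. These signals measure mRNA and not the phosphorylated proteins. From the enrichment of both pathways in its own analysis, the paper proposes that IGF-1 signaling and the MIB pathway are upregulated together. The paper also reports higher total and phosphorylated IGF-1R in HCT-116 spheroids. It further reports higher IGF1R and IGF1 mRNA in sorted HT-29 cells high in CD133 and CXCR4. Those measurements compare another line or other cell fractions, and these arrays do not test them.

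**Figure D2:**
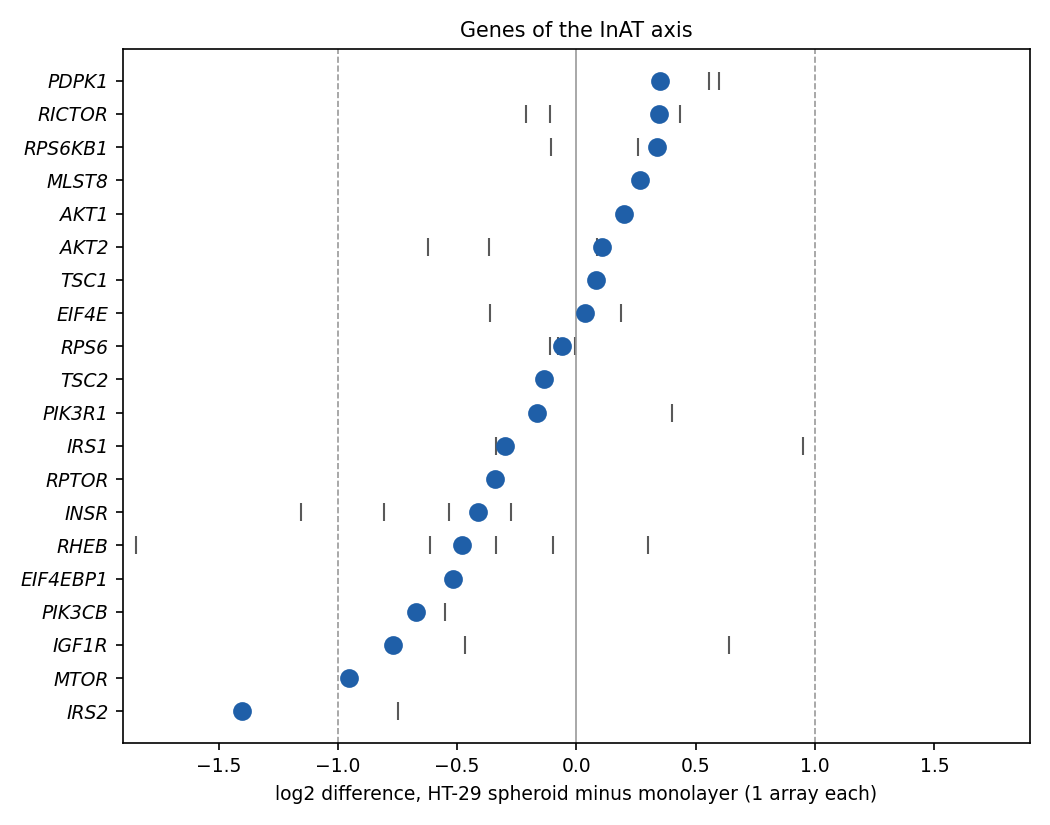
Log2 difference in signal between the HT-29 spheroid array and the monolayer array for 20 genes of the InAT axis, 1 array per condition. Dots are the probe sets that stand for the genes, grey ticks their other probe sets above the floor on both arrays, and dashed lines mark 2-fold differences. IRS2, at -1.40, is the only dot beyond a dashed line.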

Herein, the MIB pathway is of particular interest given its role in breast CSCs growth [21]. We systemically examined mRNA and/or protein levels of enzymes involved in the MIB pathway in HCT-116 and HT-29 spheroids. We observed a significant increase in the mRNA levels of most of the enzymes in the MIB pathway in spheroids compared to respective monolayer controls (Fig. 3A). However, a few of them such as HMGCR, MVK, IDI (both isoforms) and FDPS showed at least 3-fold increase in mRNA levels in both HCT-116 and HT-29 spheroids (Fig. 3A). We confirmed a similar increase in protein levels (~1.8- to 2.3-fold) of these enzymes in HCT-116 and HT-29 spheroids compared to controls (Fig. 3B). Hence, the MIB pathway is co-upregulated with IGF-1R pathway/InAT axis in colorectal CSCs.

**Figure 3:**
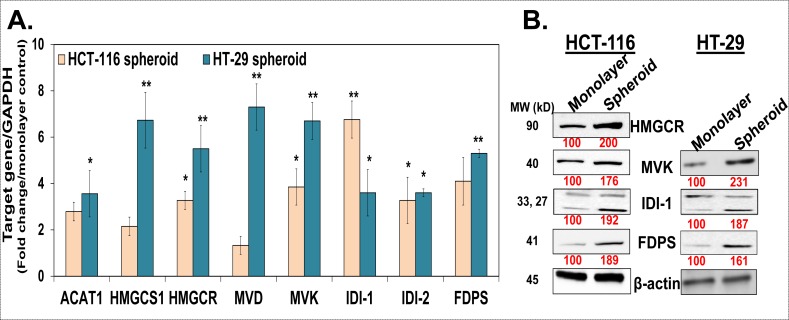
The mevalonate-isoprenoid biosynthesis (MIB) pathway is upregulated in colon CSCs (**A**). Q-PCR analyses show higher expression of several MIB pathway genes in HCT-116 and HT-29 spheroids compared to monolayer controls suggesting upregulation of MIB pathway in colorectal CSCs. Data was normalized to GAPDH. (**B**). Immunoblot analyses show increased expression of key MIB pathway proteins in both HCT-116 and HT-29 spheroids compared to monolayer controls. β-actin is used as loading control. Data are presented as mean ± SD (*n* = 3). Numbers under the blot represent relative densitometry values. *p < 0.05; **p < 0.005.

### The InAT axis regulates the MIB pathway in CSCs ‘*in vitro*’

To determine whether activation of InAT axis regulates the MIB pathway in CSCs, we treated HCT-116 spheroids with IGF-1 (10 ng/ml) or vehicle and examined the expression of the MIB pathway enzymes at mRNA and protein levels. We observed a significant increase in the mRNA (~2- to 3.5-fold) and protein (~1.3- to 2.8-fold) levels of MVK, IDI (both isoforms) and FDPS compared to vehicle treated controls (Fig. 4A & 4B). On the other hand, levels of HMGCR, a target of statins, were not increased further by IGF-1 stimulation, suggesting that major regulation of the MIB pathway by IGF1/IGF-1R might be distal to MVA production (Fig. 4B). Consistent with the earlier observation that mTOR singling is activated downstream of IGF-1R activation in CSCs (Fig. 1A & 1B), IGF-1 treatment in HCT-116 spheroids caused increased levels of the activated form of not only IGF-1R (~2.2-fold) but also AKT (~1.8-fold) and mTOR (1.35-fold) compared to vehicle treated controls (Fig. 4C & 4D). In order to understand the functional significance of mTOR activation on regulation of the MIB pathway, we examined the effects of rapamycin, a known inhibitor of mTORC1 complex, on abrogating IGF-1 mediated induction of the MIB pathway genes. Indeed, rapamycin treatment alone was effective in inhibiting expression of several of the MIB pathway genes (Fig. 4A). More importantly, rapamycin pretreatment reversed the effect of IGF-1 on induction of MVK, IDI-1 and FDPS mRNA levels (Fig. 4A). Additionally, rapamycin treatment also inhibited spheroid growth in a dose dependent fashion (Supplementary Fig. 3). To further determine the regulatory role of IGF-1R activation on the MIB pathway, we examined the effect of IGF-1R inhibition (both genetic and pharmacological with OSI-906) on expression of the MIB pathway enzymes at mRNA and protein levels in HCT-116 spheroids. Firstly, as expected, OSI-906 treatment resulted in inhibition of not only pIGF-1R but also downstream mediators, including pAKT, pmTOR, p70S6K and p4EBP1 in HCT-116 spheroids (Fig 4G & 4H). Moreover, we observed a significant (>50%) reduction in the mRNA levels of HMGCS1, HMGCR, MVK, IDI (both isoforms) and FDPS by IGF-1R depletion and OSI-906 treatment (Fig. 4E). However, the effect on IDI- (1&2) and FDPS was more pronounced in response to IGF-1R inhibition (Fig. 4E), supporting the notion that major regulation of the MIB pathway by IGF-1R might be distal to MVA production. Interestingly, at the protein level while OSI-906 treatment caused early (6 hours) and sustained (24 hours) reduction in IDI-1 levels, it only caused brief (FDPS) or late (MVK) inhibition of other MIB pathway genes (Fig. 4F).

**Figure 4:**
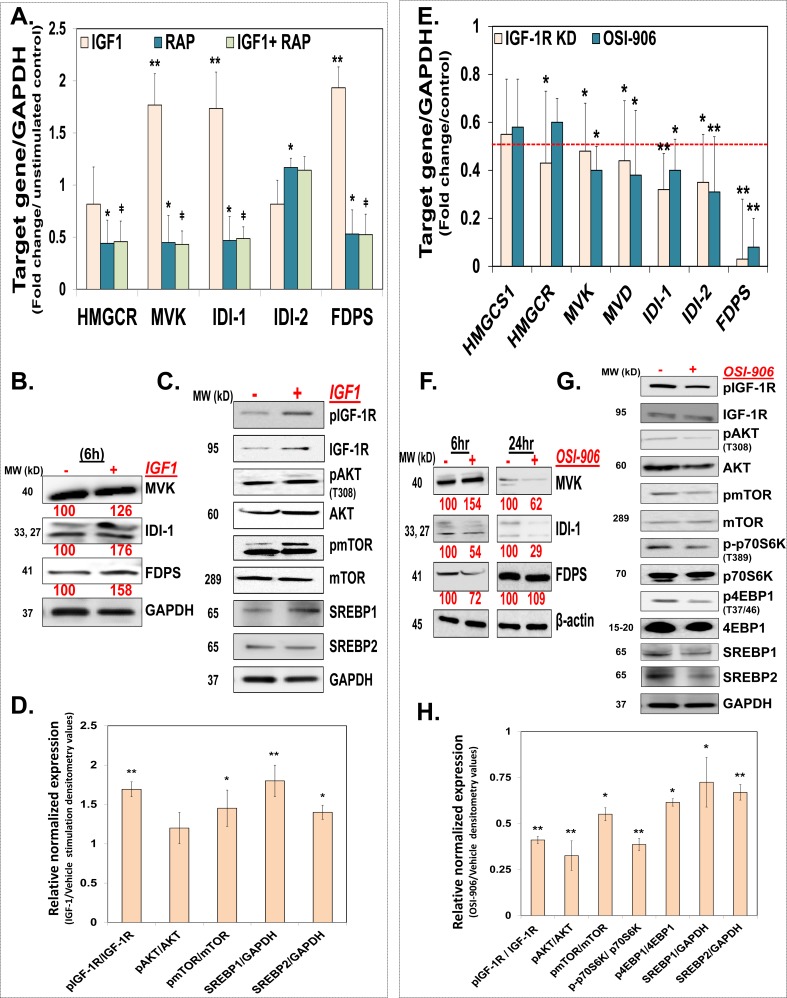
The InAT axis regulates the MIB pathway in CSCs ‘*in vitro*’ (**A**) Q-PCR analyses show increased expression of MIB pathway genes in HCT-116 spheroids stimulated with IGF1 (10 ng/ml) for 6 h compared to unstimulated controls. Moreover, pretreatment with Rapamycin (3 nM) abrogates increase in MIB pathway gene expression seen with IGF-1 stimulation. Data was normalized to GAPDH. **p < 0.005 compared to vehicle treated control; ǂ p < 0.05 compared to IGF1 treated spheroid. (**B**) Immunoblots showing increased expression of select MIB pathway proteins in HCT-116 spheroids stimulated with IGF1 (10 ng/ml) for 6 hours compared to controls. GAPDH is used as loading control. (**C** and **D**) Representative immunoblots and the corresponding bar graph of the gel densitometry analyses in HCT-116 spheroids stimulated with IGF1 (10 ng/ml) show increased expression of pIGF-1R and downstream mediator pAKT and pmTOR (at 15 min) (normalized to total protein expression) as well as increased expression of cleaved form of SREBPs (transcriptionally active (at 6 hours)), compared to unstimulated controls. GAPDH is used as loading control. (**E**) Q-PCR analyses showing decreased expression of MIB pathway genes in IGF-1R KD, as well as HCT-116 spheroids treated with OSI-906 (1.5 μΜ) for 24 h compared to scrambled or vehicle treated controls respectively. Data was normalized to GAPDH. (**F**) Immunoblot analyses show varying degree of inhibition of select MIB pathway proteins at early (6 h) and late (24 h) time points following OSI-906 (1.5 μΜ) treatment in HCT-116 spheroids. β-actin is used as loading control. (G and H) Representative immunoblots and the corresponding bar graph of the gel densitometry analyses show decreased levels of activated form of IGF-1R as well as downstream components of InAT axis (at 15 min) (normalized to total protein expression), as well as cleaved form of SREBP2 (transcriptionally active (1 h treatment)) in OSI-906 (1.5 μM) treated HCT-116 spheroids compared to vehicle treated controls. GAPDH is used as loading control. Numbers under the blot represent relative densitometry values. Data are presented as mean ± SD (*n* = 3). *p < 0.05; **p < 0.005.

Several reports suggest that IGF1/IGF-1R might regulate steroid biosynthesis by promoting cleavage of sterol regulatory element binding proteins (SREBP) and its subsequent translocation to the nucleus [28]. Of the two major isoforms of SRBEBPs, SREBP2 is especially critical in regulation of the MIB pathway gene expression(29). Importantly, activation of AKT and/or mTOR plays an important role in mediating SREBP cleavage by IGF-1 [28, 30]. We observed increased levels of cleaved (also mature) form of SREBPs (1&2) in response to IGF1 stimulation (Fig. 4C). On the other hand, OSI-906 treatment caused decreased expression of mature forms of SREBPs (1 & 2) (Fig. 4G). Overall, the above findings suggest that the InAT axis plays an important role in positive regulation of the MIB pathway distal to MVA production, perhaps via down regulation of AKT-mTOR signaling pathway resulting in alteration in SREBP activation in CSCs [30].

### Downregulation of the MIB pathway is required for InAT axis inhibition mediated attenuation of CSCs growth

To determine if downregulation of the MIB pathway is important for IGF-1R's effect on CSCs growth, we examined the effect of supplementation with several of the MIB pathway metabolites on OSI-906 mediated inhibition of CSCs growth in HCT-116 cells. All the metabolites tested here caused a modest increase in spheroid formation compared to vehicle treated controls. However, mevalonic acid (MVA) and isopentenyl-pyrophosphate (IPP) had no effect, while equimolar concentration of dimethylallyl-pyrophosphate (DMAPP) and farnesyl-pyrophosphate (FPP) completely reversed the OSI-906 mediated inhibition of spheroid formation (Fig. 5A & 5B). Additionally, FPP supplementation also near-completely reversed the effect of rapamycin on spheroid formation, suggesting that IGF-1R signaling through mTOR pathway regulates the MIB pathway and CSCs growth. Moreover, FPP supplementation near-completely reversed IGF-1R KD mediated inhibition in the expression of CSC makers (CD133 and LGR5) and self-renewal factor (C-MYC) (Fig. 5B). Hence, suppression of the MIB pathway downstream of IPP production is critical for the effect of the InAT axis inhibition on attenuation of CSCs growth.

**Figure 5:**
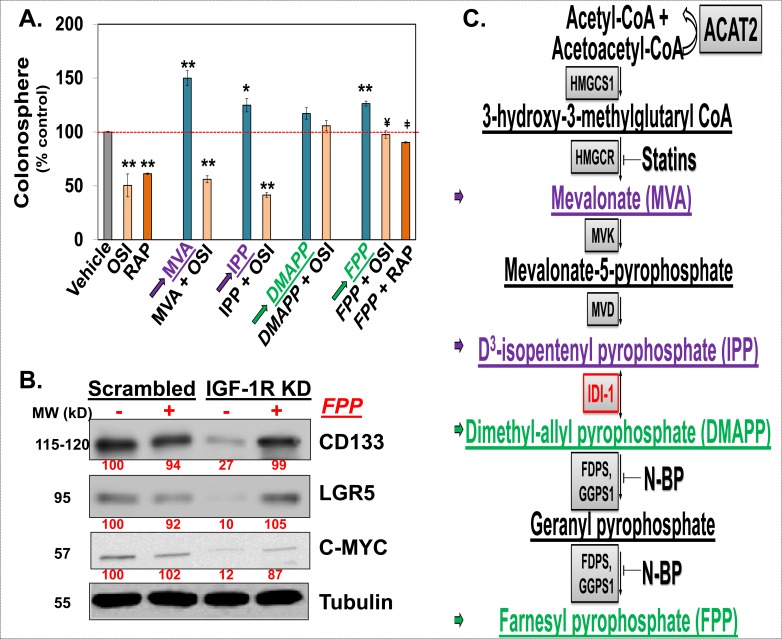
Downregulation of the MIB pathway is required for the InAT axis inhibition mediated attenuation of CSCs growth (**A**): Colonosphere formation assays in HCT-116 cells treated with either OSI-906 (1.5 μM) or Rapamycin (3 nM) alone or along with various metabolites of the MIB pathway (1 μM) show near complete reversal of OSI-906 (and/or Rapamycin) mediated inhibition of spheroid formation by DMAPP and FPP (downstream of IDI-1, highlighted with green arrow) but not by MVA or IPP (upstream of IDI-1, highlighted with purple arrow), compared to vehicle treated control. *p < 0.05, **p < 0.005 compared to vehicle treated control; ¥ *p* < 0.05 compared to OSI-906 treated spheroid; ¥ *p* < 0.005 compared to Rapamycin treated spheroids. (**B**) Immunoblots showing reduced expression of CSC markers (CD133 and LGR5) and a self-renewal factor (C-MYC) in IGF-1R KD cells which is almost completely reversed by supplementation with FPP (10 μM) for 48 hours, strongly suggesting critical role of MIB pathway in mediating IGF-1R's effect on expression of CSC markers. Tubulin was used as loading control. (**C**) Schematic representation of the MIB pathway. Metabolites upstream of IDI-1 are highlighted in purple and downstream of IDI-1 are highlighted in green. Two classes of FDA-approved agents, statins and nitrosylated-bisphophonates (N-BPs), target different enzymes in the MIB pathways than that targeted by InAT axis. Numbers under the blot represent relative densitometry values. Data are presented as mean ± SD (*n* = 3).

### OSI-906 inhibits the MIB pathway and CSCs ‘*in vivo*’

To further validate the role of IGF-1R in regulation of the MIB pathway and CSCs growth *in vivo*, we treated mice bearing HCT-116 xenograft with oral gavages of OSI-906 (25 mg/kg/day) or vehicle, as indicated in Fig. 6A. OSI-906 treatment resulted in a moderate reduction in tumor volume 21-day post treatment initiation (Fig 6A). We performed additional mechanistic studies to. better understand the effect of OSI-906 treatment on CSCs growth. Previous report indicated induction of apoptosis following IGF-1R inhibition [31]. We observed a marked induction of apoptosis as measured by TUNEL-positive cells in OSI-906 treated xenografts consistent with reduction in tumor growth (Fig. 6B). In contrast to moderate tumor volume changes, we observed a robust reduction in proportion of LGR5+ (3-fold) as well as CXCR4+ cells in OSI-906 treated xenografts compared to vehicle treated controls (Fig. 6C). Moreover, we observed a significant reduction in levels of CSCs makers (CD133, LGR5, and CXCR4) as well as self-renewal factors (C-MYC, OCT-4, and NANOG), confirming the OSI-906 mediated inhibition of CSCs growth and self-renewal ‘*in vivo*’(Fig. 6D, 6E & 6F; Supplementary Fig. 4). More importantly, we observed a robust (>50%) inhibition of IDI-1 mRNA and protein levels as well as mRNA expression of IDI-2 and FDPS; while the levels of enzymes upstream of IPP production were largely unaffected (Fig. 6D & 6E). These results strongly suggest that OSI-906 inhibits the MIB pathway downstream of IPP production consequently affecting CSCs growth *in vivo*.

**Figure 6:**
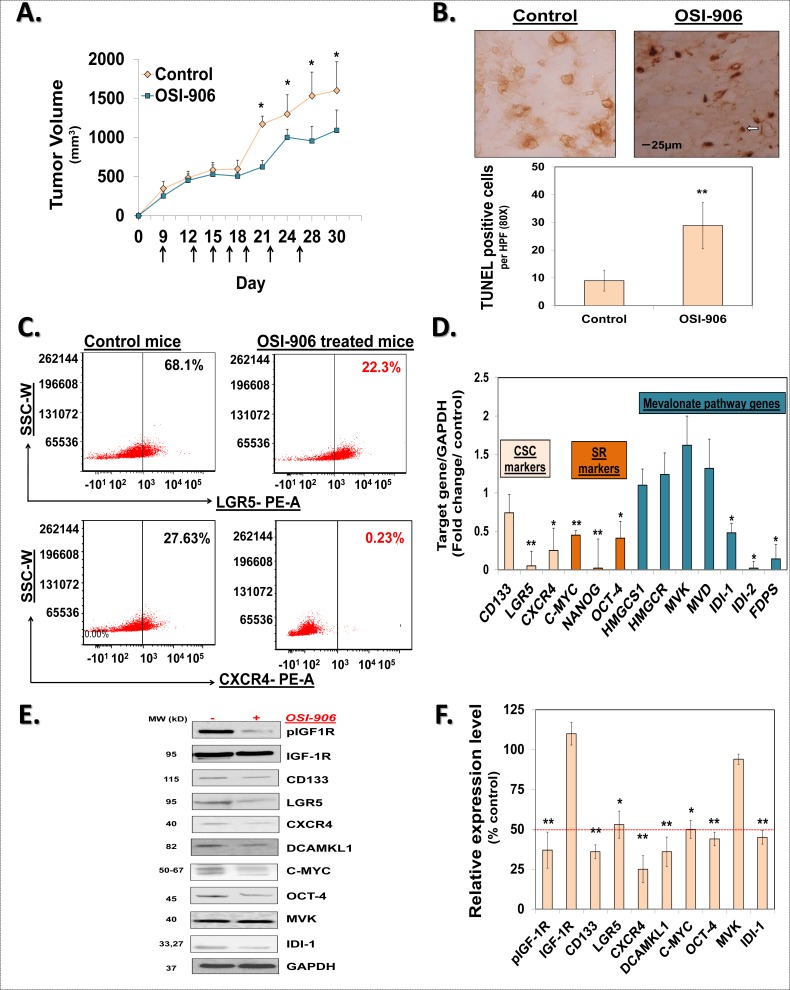
OSI-906 inhibits the MIB pathway and CSCs ‘*in vivo*’ (**A**) Change in mean tumor volume of HCT-116 xenograft in mice treated with oral gavage of OSI-906 or vehicle (control). Arrows indicate the days of OSI-906 / vehicle gavage. (**B**) TUNEL staining for apoptosis in HCT-116 xenografts. Arrow indicates an area of positive staining. Average number of TUNEL-positive cells per HPF (80x) shows significant induction of apoptosis in xenograft derived from mice treated with OSI-906, compared to vehicle treated controls. (**C**) Representative scattered plots of flow cytometry analyses show decrease in expression of CSC markers (LGR5 and CXCR4) in xenograft derived from OSI-906 treated mice, compared to vehicle treated controls. (**D**) Q-PCR analyses showing significant reduction in the mRNA levels of several CSC markers (CD133, LGR5 and CXCR4), self-renewal factors (C-MYC, NANOG, OCT-4) and select MIB pathway genes in OSI-906 treated mouse xenograft tissue compared to controls. Data was normalized to GAPDH. (**E** and **F**) Representative immunoblots and the corresponding bar graph of the gel densitometry analyses show decreased expression of phosphorylated IGF-1R, CSC markers (CD133, LGR5, CXCR4, and DCAMKL1), self-renewal factor (C-MYC and OCT-4) and an MIB pathway protein (IDI-1) in OSI-906 treated xenografts compared to vehicle controls. GAPDH is used as a loading control. Data are presented as mean ± SD (*n* = 3). *p < 0.05; **p < 0.005.

In summary, we demonstrate that InAT axis regulates CSCs growth both *in vitro* and *in vivo*. Moreover, our data for the first time demonstrated that InAT axis's effect on CSCs is dependent on its robust and specific regulation of the MIB pathway genes. These findings have immediate and key therapeutic implications for treatment of colorectal cancer in particular and IGF-1R responsive cancer in general.

## DISCUSSION

Recently the MIB pathway has attracted a lot of attention as a target for development of novel anticancer therapies [16]. Besides its importance in cholesterol biosynthesis, protein prenylation, and N-glycosylation; it plays a critical role in modulating anticancer immune response, highlighting its paramount importance in carcinogenesis [16]. Moreover, the MIB pathway plays a critical role in regulating breast CSCs growth, especially in triple negative breast cancers [21]. Our data clearly support a similar argument for colorectal cancer CSCs. We observed that MIB and super-pathway of cholesterol biosynthesis were amongst the top five canonical pathways that were upregulated in CSCs enriched spheroids compared to monolayer control. Hence, targeting the MIB pathway is expected to selectively target colorectal CSCs. 

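CSC markers did not move one way between the HT-29 arrays. CXCR4, the chemokine receptor that the paper uses to sort CSCs, was 3.20-fold higher in spheroids, with signals of 166.8 in monolayer and 533.4 in spheroids, and DCLK1, the gene of DCAMKL1, was 5.35-fold lower. PROM1, the gene of CD133, was 1.32-fold higher. CD44 was 1.10-fold lower by its brightest probe set, and 8 of its 9 probe sets above the floor were lower, 7 of them at log2 differences from -0.68 to -1.22. C-MYC was 1.58-fold lower, and the pluripotency factor KLF4 1.61-fold lower. SOX2 was 1.72-fold higher, with signals of 67.5 in monolayer, near the floor, and 115.9 in spheroids, and CD24 was 1.40-fold higher. Of the 12 measured members of this list 6 were above 0 and 6 under 0. LGR5 and NANOG were below the floor on both arrays. Over 12 measured CSC markers and self-renewal factors the median log2 difference was -0.01, at the 70.0th percentile of random lists, with 1 gene at least 2-fold higher and 1 at least 2-fold lower. With the arrays scaled to the spike-ins, a setting chosen after the data were seen that moves all genes upward alike, it was 0.24, at the 69.2nd percentile.
Among 25 gene lists fixed before the data were examined, cholesterol biosynthesis ranked at place 2 by median log2 difference and the mevalonate pathway at place 4. Sterol-regulated genes outside the pathway ranked at place 1 and genes of the unfolded protein and amino acid response at place 3. The median lay above the 97.5th percentile of random lists for 9 lists and under the 2.5th percentile for 3. The places change with the setting. Without a floor the mevalonate pathway had the highest median, 1.03. With the floor at the 75th percentile interferon response genes had it, at 0.90 over 5 measured genes.

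**Figure D3:**
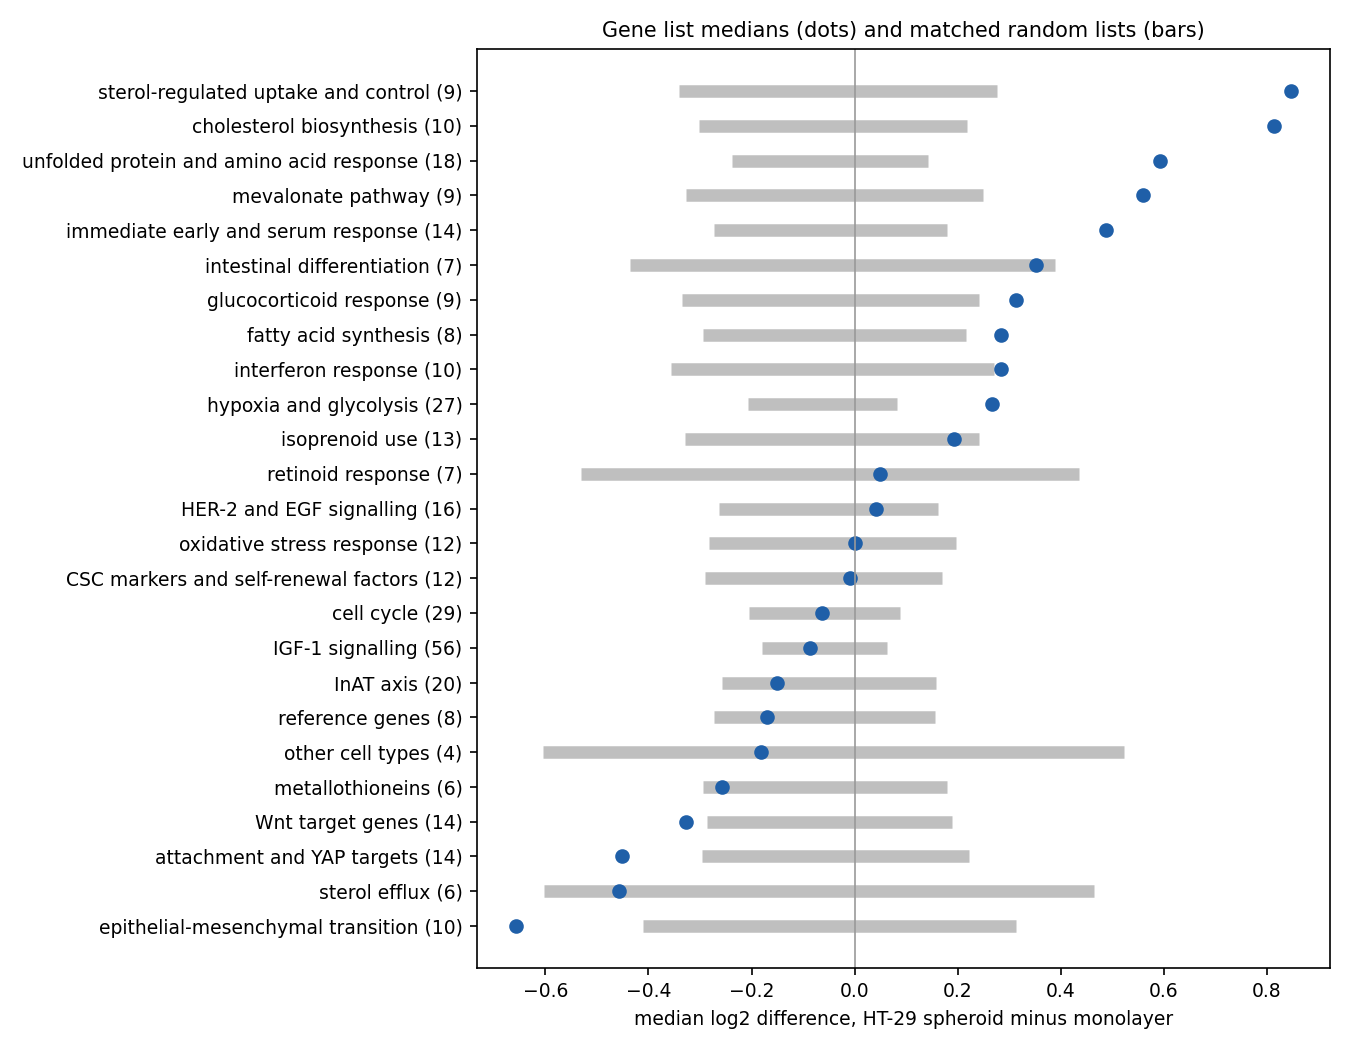
Median log2 difference between the HT-29 spheroid and monolayer arrays of 25 gene lists (dots), with the number of measured genes in parentheses and the range from the 2.5th to the 97.5th percentile of 10000 matched random lists (grey bars). The 3 dots to the left of their bars are the lists of epithelial-mesenchymal transition, attachment and YAP targets, and Wnt target genes, and sterol genes lie farthest to the right.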

In fact, our data for the first time demonstrates that inhibiting InAT axis attenuates colorectal CSCs growth in a manner specific to inhibition of the MIB pathway. These findings are of high translational relevance as InAT axis is one of the most commonly deregulated pathways in colorectal cancer [32]. We have unequivocally demonstrated the importance of inhibition of the MIB pathway in IGF-1R attenuation mediated anti-CSCs effects at both phenotypic (spheroid formation) and molecular (CSC markers expression) levels. Moreover, two parallel approaches to inhibit IGF-1R, pharmacologic inhibition with a tyrosine kinase inhibitor as well as genetic knockdown, confirmed the significance of MIB downregulation as a specific and central mechanism of its anti-CSC effect. More importantly, our data point to a specific inhibition of the MIB pathway distal to IPP synthesis at nodal point(s) (e.g. IDI-1) distinct from that targeted by statins, a specific inhibitor of HMGCR, and bisphosphonates that target FDPS.

While the precise mechanism of specific downregulation of the MIB pathway by IGF-1R inhibition remains to be elucidated, our data points to regulation of the MIB pathway gene transcription as a potential mechanism since changes in mRNA expression of the MIB pathway genes proportionately coincided with changes in their protein levels. In this regard, our findings point to a potential role of AKT-mTOR signaling pathway downstream of IGF-1R in regulating the MIB pathway. In fact, we found that the active form of SREBPs (1&2) were significantly upregulated following IGF-1 treatment and downregulated by OSI-906. Previously, regulation of SREBP2 cleavage in AKT specific manner by IGF1/IGF-1R signaling was demonstrated in non-neoplastic cells [28, 29]. Hence, downregulation of IGF-1R-AKT-mTOR-SREBP2 axis might explain broader inhibition of the MIB pathway genes following IGF-1R inhibition. In fact, inhibition of mTOR with rapamycin inhibited colonosphere formation in a manner dependent on suppression of the MIB pathway and also prevented IGF-1 induced activation of the MIB pathway. Thus mTOR is a critical regulator of the MIB pathway downstream of IGF-1R. A recent report suggests that MIB and the cholesterol biosynthesis pathway was most enriched in raptor knockdown Treg cells, further supporting a specific regulation of the MIB pathway by the mTORC1 complex [33]. Moreover, mTOR can directly regulate transcription by associating with transcriptional machinery that regulates metabolic genes [34]. Hence, it is conceivable that the InAT axis might also regulate the MIB pathway in a specific manner. However, these postulates remain to be proven in carefully designed experiments and will be examined at length in the future studies.

Although, specific inhibitors of protein prenylation have resulted in some clinical benefits [35, 36], their development has been staggered due to concerns with side effects [37]. On the other hand, a few classes of FDA-approved drugs such as statins and nitrosylated bisphosphonates, which are widely used clinically have shown encouraging anticancer effects in pre-clinical and early phase clinical studies [38-42]. Plethora of evidence suggests that statins as well as oral bisphosphonate use is associated with reduced risk of several cancers including colorectal cancer [38, 40]. Moreover, statins and bisphosphonate treatment results in sensitization to chemotherapy in breast, colorectal cancer and/or leukemia [40, 42, 43]. One of the limitations of the statin therapy is feedback upregulation of SREBPs which mediate increased expression of the MIB pathway genes, resulting in restricting the MIB pathway inhibition by statins [22, 44]. This limitation can potentially be overcome by combining it with agents that inhibit feedback cleavage and activation of SREBPs, such as dipyridamole [22]. As a proof of principle, a combination of atorvastatin and dipyridamole synergistically induced apoptosis in multiple myeloma and acute myelogenous leukemia cells by dampening sterol-feedback loop [22]. Our own data clearly suggest that IGF-1R inhibition significantly downregulates mature form of (cleaved and transcriptionally active) SREBPs, raising a possibility that it could also dampen sterol-feedback loop induced by statin therapy and thus synergize with statins in inhibiting colon CSCs. More importantly, IGF-1R inhibitors (and/or mTOR inhibitors) might also synergize with statins or bisphosphonates to attenuate colon CSCs by targeting the MIB pathway at different nodes resulting in maximum inhibition of the MIB pathway. In fact, combination of statins and bisphosphonates has shown to be effective in pre-clinical models of multiple myeloma [45]. Additionally, a recent study suggested that growth of PC-3 prostate cancer cells in co-culture with mice calvariae was inhibited to a greater extent by a combination of IGF-1R inhibitor and simvastatin compared to either agent alone [46]. However, no mechanism was provided in the latter study to support the observed effects [46]. Carefully designed studies should be carried out in colonic CSCs in earnest to examine therapeutic synergism between inhibitors of IGF-1R pathway and the MIB pathway. Overall, we believe that our novel findings on regulation of the MIB pathway by IGF-1R provide a platform for immediately testable hypotheses of high translational relevance for the treatment of colorectal cancer in particular and cancer in general.

## MATERIALS AND METHODS

### Ethics statement

Investigation has been conducted in accordance with the ethical standards and according to the Declaration of Helsinki and according to national and international guidelines and has been approved by the authors' institutional review board.

### Cell culture & transfection

HCT-116 human colon cancer cells were kindly gifted by Dr. Majumdar (Wayne State University). HT-29, WiDR and COLO-320DM human colon cancer cells were obtained within 6 months directly from ATCC (Manassas, VA, USA). These cells were maintained in 10cm tissue cultured treated plates (USA Scientific, Ocala, FL) as monolayer in Dulbecco's Modified Eagle Medium: Nutrient Mixture F-12 (DMEM / F-12) (Gibco, Cat #11320-033) supplemented with 10% fetal bovine serum (FBS) (Gibco, Cat # 10438-026), and 1X Antibiotic-Antimycotic liquid (AA) (Cat # 15240, Gibco). The cells were passaged using trypsin containing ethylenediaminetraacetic acid (EDTA) (Gibco, Cat # 25300-054) before they reached 70% confluence. Stable cell lines of IGF-1R knockdown cells were generated by transfecting scrambled or IGF1-R shRNAs (Cat # TG320384, Origene) in HCT 116 with Lipofectamine 2000 (Cat #11668027, Invitrogen) using manufacturer's protocol, followed by puromycin selection.

### Colonosphere formation assay

For primary sphere formation, 100 cells per 100μl stem cell media (SCM) [DMEM:F12, 1X AA, 1X B27 supplement (Cat # 17504, Gibco), 20 ng/ml epidermal growth factors (Cat # E9644, Sigma-Aldrich), and 10 ng/ml fibroblast growth factor (Cat # 354060, BD Bioscience)] were plated in non-treated, low adhesion, 96 wells plate. Four hours after incubation, vehicle or drug/metabolite at desired concentrations (as described in the figure legend) were added to each well (at least in triplicates for each sample). On day 5, numbers of spheres ranging from 50-150 micrometer in diameter were counted using a phase contrast microscope and percent inhibition was calculated compared to control.

### Secondary and tertiary colonosphere assay

For secondary colonospheres, the 96-well plate of primary spheres was centrifuged at 1000 rpm for 1 min and the supernatant was removed. Spheres that settle at the base of the plate were trypsinized with 20 micro liter/well/and single cell suspension was prepared using vigorous mechanical dissociation. The numbers of viable cells were counted with 1:5 ratio of cell: trypan blue and then re-plated at 100cells/100 microliter/well in SCM media in a low adhesion plate. No further treatment with vehicle or drug was performed. Numbers of spheres were counted as above on Day 5. The same method was repeated for tertiary spheres.

### Extreme limiting dilution analysis

Extreme limiting dilution analysis (ELDA) was performed as described by Hu and Smyth. We have used this method in a previous publication [25]. Briefly, single cell suspension obtained from adherent cells were plated at a concentration of 128, 64, 32, 16, 8, 4, 2 and 1 cell per 100 μl SCM in 96-well ultra-low attachment plates and incubated for five days. After five days, the numbers of wells showing colonospheres were counted. The frequency of spheroid forming cells in a particular cell type was determined using ELDA web tool at http://bioinf.wehi.edu.au/software/elda.

### Western blotting analysis

Western blot analysis was performed according to the standard protocol described previously [27]. Briefly, HCT 116 and HT-29 cells were plated in SCM in a low adhesion 6-well plate. Treatment with vehicle or drug (as described in the figure legend) was added to the appropriate time frame on day 4. Cells were harvested (as described in the figure legend) and lysed in a lysis buffer containing 20 mM Sodium phosphate buffer pH7.4, 100 mM NaCl, 2 mM EDTA pH 8, 1% IGEPAL CA-630, 2.5 mM Sodium orthovanadate, 1mM PMSF, protease inhibitor cocktail (Roche, NJ, USA) and phosphatase inhibitor cocktail 2 and 3 (Sigma-Aldrich, USA) at a final pH of 8. Following centrifugation at 10,000 g for 15 min at 4°C, protein concentration of the supernatant was determined using the Pierce BCA protein assay kit (Thermo Scientific). 50μg of protein was separated by SDS-PAGE and transferred to PVDF membranes (Bio-Rad, Hercules, CA). The membranes were blocked with Tris buffered saline containing 0.1% Tween-20 (TBST) and 5% skim milk powder for 1h followed by overnight incubation with primary antibody (dilution 1:1000) at 4°C. Protein expression of phospho-IGF-I Receptor β (Tyr1135) (DA7A8) (3918, Cell Signaling), IGF-I Receptor β (111A9) (3018, Cell Signaling), phospho-Akt (Thr308) (C31E5E) (2965, Cell Signaling), Akt (pan) (C67E7) (4691, Cell Signaling), phospho-mTOR (Ser2448) (D9C2) XP (5536, Cell Signaling), mTOR (7C10) (2983, Cell Signaling), phospho-p70 S6 Kinase (Thr389) (108D2) (9234, Cell Signaling), p70 S6 Kinase (49D7) (2708, Cell Signaling), phospho-4E-BP1 (Thr70) (9455, Cell Signaling), 4E-BP1(53H11) (9644, Cell Signaling), CD44 (156-3C11) (3570, Cell Signaling), GAPDH (D16H11) XP (5174, Cell Signaling); HMGCR Antibody (C-1) (sc-271595, Santa Cruz Biotech), SREBP-1 Antibody (K-10) (sc-367, Santa Cruz Biotech), SREBP-2 Antibody (H-164) (sc-5603, Santa Cruz Biotech), MVK Antibody (H-300) (sc-366285, Santa Cruz Biotech); monoclonal mouse anti-IDI1 antibody (ab55317, Abcam), polyclonal rabbit anti-FDPS antibody (ab38854, Abcam); CD133/2 (293C3) antibodies, human (clone: 293C3) (130-090-854, Miltenyi Biotec), anti-LGR5 TRUEMAB antibody clone 2A2 (TA503316, Origene) and anti-MYC (06-340, Millipore) following incubation with appropriate secondary antibodies, protein bands were visualized using Supersignal west pico chemiluminescent substrate (Cat # 34080, Thermo Scientific) and imaged with LAS-3000 imaging system (FUJIFILM). Densitometry was analyzed by AIDA image analyzer software (Raytest, Germany) and the results were calculated as relative intensity compared to control. All experiments were performed at least three times.

### Immunoblotting analysis of tumor tissue

Snap frozen tumor tissue were homogenized in a lysis buffer (20 mM Tris-HCl,150mM NaCl,1 mM EDTA,1% Triton X-100 pH7.5), containing a protease inhibitor cocktail and phosphatase inhibitor cocktails 1 and 2. Lysates were cleared by centrifugation (10 minutes at 14,000 × g), diluted with 8% β-ME containing 5X SDS sample buffer and boiled. SDS-polyacrylamide gel electrophoresis and western blotting were performed by standard protocols as described above with equal amount of total protein (50 μg) per lane.

### Real-time PCR analysis

Total RNA was isolated using the mirVana™ miRNA Isolation Kit (Cat # AM1560, Life Technologies, Grand Island, NY) according to the manufacturer's protocol. 1 μg total RNA was reverse transcribed using First-Strand cDNA synthesis kit for Real-Time PCR using hexamer reverse primer (Cat # 75780, Affymetrix, Santa Clara, CA). Q-PCR was performed using RT² SYBR® Green qPCR mastermix (Cat # 330520, QIAGEN, Valencia, CA) in a 7500 Fast real time machine (Applied Biosystem, Grand Island, NY). Relative expressions of mRNA were calculated using ΔΔCT methods using GAPDH as control.

List of primers used in the study –

Forward primer CD133- 5′ GGA CCC ATT GGC ATT CTC 3′
Reverse primer CD133- 5′CAG GAC ACA GCA TAG AAT AAT C 3′
Forward Primer CXCR4 - 5 ‘ ACT ACA CCG AGG AAA TGG GCT 3′
Reverse Primer CXCR4 - 5 ‘ CCC ACA ATG CCA GTT A AG A AGA 3′
Forward primer LGR5 – 5′ CTC CCA GGT CTG GTG TGT TG 3′
Reverse primer LGR5 – 5′ GAG GTC TAG GTA GGA GGT GAA G 3′
Forward primer C-MYC – 5′ GGC TCC TGG CAA AAG GTC 3′
Reverse primer C-MYC – 5′ AGT TGT GCT GAT GTG TGG AGA 3′
Forward primer NANOG – 5′ CTC GTA TTT GCT GCA TCG TAA TG 3′
Reverse primer NANOG – 5′ CAC TCG GTG AAA TCA GGG TAA A 3′
Forward primer OCT-4 – 5′ GGG AGA TTG ATA ACT GGT GTG TT 3′
Reverse primer OCT-4 – 5′ GTG TAT ATC CCA GGG TGA TCC TC 3′
Forward Primer IGF1R - 5 ‘TCG ACA TCC GCA ACG ACT ATC 3′
Reverse Primer IGF1R - 5 ‘CCA GGG CGT AGT TGT AGA AGA G 3′
Forward Primer IGF1 - 5 ‘GGA GCT GTG ATC TAA GGA GGC 3′
Reverse Primer IGF1 - 5 ‘GGA CAG AGC GAG CTG ACT T 3′
Forward Primer IGF2 - 5 ‘GGA GAC GTA CTG TGC TAC CC 3′
Reverse Primer IGF2 - 5 ‘CTG CTT CCA GGT GTC ATA TTG G 3′
Forward Primer ACAT1 - 5 ‘ATG CCA GTA CAC TGA ATG ATG G 3′
Reverse Primer ACAT1 - 5 ‘GAT GCA GCA TAT ACA GGA GCA A 3′
Forward Primer HMGCS1 - 5 ‘CAT TAG ACC GCT GCT ATT CTG TC 3′
Reverse Primer HMGCS1 - 5 ‘TTC AGC AAC ATC CGA GCT AGA 3′
Forward Primer HMGCR - 5 ‘CTC CAG TAC CTA CCT TAC 3′
Reverse Primer HMGCR - 5 ‘GCT GCT GGC ACC TCC A 3′
Forward Primer MVD - 5 ‘GGA CCG GAT TTG GCT GAA TG 3′
Reverse Primer MVD - 5 ‘CCC ATC CCG TGA GTT CCT C 3′
Forward Primer MVK - 5 ‘CCT TTC GGA AGG ACA TGA TCC 3′
Reverse Primer MVK - 5 ‘TCT CCG TGT GTC ACT CAC CA 3′
Forward Primer IDI-1 - 5 ‘AAC ACT AAC CAC CTC GAC AAG C 3′
Reverse Primer IDI-1 - 5 ‘AGA CAC TAA AAG CTC GAT GCA A 3′
Forward Primer IDI-2 - 5 ‘GAC TGG GTT GAC AGG CGT C 3′
Reverse Primer IDI-2 - 5 ‘GTC GGC ACC AAT AAC CTT ATC AT 3′
Forward Primer FDPS - 5 ‘TGT GAC CGG CAA AAT TGG C 3′
Reverse Primer FDPS - 5 ‘GCC CGT TGC AGA CAC TGA A 3′

### RNA isolation from xenograft samples

Total RNA was isolated from the snap frozen tumor tissue using mirVana™ miRNA Isolation Kit. Briefly, xenograft tissue was re-suspended with 700 μl lysis/binding buffer and homogenized with QIAshredder column (Cat # 79654, QIAGEN, Valencia, CA). Total RNA was extracted with phenol/chloroform and purified according to manufacturer's protocol and integrity of purified RNA was confirmed with the spectrophotometer. Q-PCR was performed as described above.

### Gene microarray and analysis

Gene microarray was performed in duplicates and initial analysis was performed by Affymetrix GeneChip Service, LS Sciences, LLC. Full analysis was performed for two samples: HT-29 monolayer cell and HT-29 spheroids. Raw data, metadata, .CEL and .CHP were deposited in the NCBI GEO database, Accession number: GSE65433. Total RNA was isolated using the mirVana™ miRNA Isolation Kit according to the manufacturer's protocol and RNA intergrity was confirmed on the Nanodrop ND-1000 and analyzed with Agilent 2100 bioanalyzer. The samples were amplified and labeled using the Affymetrix 3′IVT labeling kit (Lot NO. 1010021) and hybridized with the GeneChip® Human Genome U133 Plus 2.0 Array for 16 hr. After hybridization, samples were washed and stained with the Affymetrix fluidics station 450. The arrays were scanned with the Affymetrix 3000 7G plus scanner. Dat and Cel files were obtained by the AGCC software, and the CHP files were generated with mas5 method by Affymetrix Expression Console. The data was imported into the Agilent GeneSpring GX software for further analysis. The data obtained through GeneChip® scanning was analyzed using Affymetrix® Microarray Suit Software 5.0. 

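On the HT-29 spheroid array 334 genes were at least 2-fold higher than on the monolayer array and 406 at least 2-fold lower, of 13183 genes above the floor on 1 or both arrays. The gene with the largest difference upward was CXCL8, which encodes a neutrophil chemokine, 9.89-fold higher with signals of 270.2 in monolayer and 2671 in spheroids. ANKRD37 and ANGPTL4, which hypoxia induces, were 5.95-fold and 5.53-fold higher. The interferon-induced gene IFIT2 was 5.08-fold higher and DDIT3, the transcription factor CHOP of the endoplasmic reticulum stress response, 4.59-fold higher. The long non-coding RNA gene RUSC1-AS1 was 5.60-fold higher, GXYLT1, a xylosyltransferase gene, 4.35-fold and QNG1 4.24-fold. HMGCS1 and IDI1 complete the 10 largest differences upward.
The gene with the largest difference downward was CYP24A1, which encodes the enzyme that inactivates vitamin D, 9.80-fold lower with signals of 1167 and 119.0. DCLK1, the gene of the CSC marker DCAMKL1, was 5.35-fold lower. SLC35F3, MAML3, a coactivator of Notch, and SYTL3 were 5.02-fold, 4.92-fold and 4.90-fold lower, and GALNT5, which starts O-glycans, 4.75-fold lower. CASTOR2, a relative of an arginine sensor of mTORC1, CACNG4, TNS4, a focal adhesion protein, and UTS2 were 4.33-fold, 4.24-fold, 4.21-fold and 4.20-fold lower. The spheroid signals of MAML3 (64.7), GALNT5 (63.9) and CASTOR2 (83.4) lie near the floor and under the 84.7 of the 95th percentile of olfactory receptor probe sets, so their folds and ranks are uncertain, and another probe set of MAML3 went from 7.56 to 71.8. A second probe set of GXYLT1 was at a log2 difference of 0.09 and one of UTS2 at -0.36. Of the genes past 2-fold, 69 of those higher and 95 of those lower were above the floor on 1 array only. Scaling the arrays to the hybridisation spike-ins, a setting chosen after the data were seen, gave 700 genes higher and 189 lower, so that 78.7% of the genes past 2-fold were higher, against 45.1% on the scale as deposited.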

The genes whose expression was significantly altered by 2-fold in either direction were subjected to Ingenuity Pathways Analysis (Ingenuity® Systems, www.ingenuity.com).

### Flow cytometry analysis

Human colon cancer HCT 116 cells grown in adherent condition, serum starved overnight followed by treatment with vehicle or IGF1 (100 ng/ml) for 48 hours, were trypsinized and single cells were re-suspended at one million/ml in PBS buffer. Cells were incubated with conjugated antibody for 30 minutes at 4°C and washed once with PBS buffer prior to analysis. Following antibody and dilution were used: CD133/1 (AC133)-APC human (1:33 dilution) (Cat # 130-090-826, Miltenyi Biotec, Auburn, CA), CXCR4 (anti-mouse CD184)-PE conjugated clone 2B11 (Dilution 1:50) (Cat # 12-9991-82, eBioscience, San Diego, CA), and Anti-LGR5 mouse mAb, clone 2A2, PE conjugated (Dilution 1:50) (Cat # TA400001, Origene, Rockville, MA). Cell sorting was performed using FACS Aria™ II High-Speed Cell Sorter (BD Biosciences, San Jose, CA) and data were analyzed using FCS express 4 flow research edition (De-Novo Software Los Angeles, CA).

### *In vivo* xenograft assay

All experiments involving animals were approved by animal component of the research protocol (ACORP) according to VA McGuire Medical Center (Richmond, VA) guideline. One million HCT116 suspended in 50% BD Matrigel Matrix Growth Factor Reduced, Phenol Red-Free (356231, BD Bioscince) (in 50 μL sterile PBS) were injected into two sites on both flanks of 6-week-old NOD-SCID mice (Taconic Farms, Germantown, NY). Once tumors reached an average volume of 200 mm^3^ (Day 9) animals were randomly assigned to two groups that were gavaged with 200 μL saline or OSI-906 (25 mg/kg), as shown in the Fig. 6A for 21-days. Tumor measurements were made three time a week with Vernier calipers, and tumor volume was calculated using the formula: V = (W(2) × L)/2, where V=volume in mm^3^, W and L= width and length in mm. At the end of the 21-day post treatment (Day 30), the animals were sacrificed and the tumor tissue were chopped and digested with 400 μg/ml Collagenase Type IV (Cat # 07909, STEMCELL Technologies, Vancouver, BC). Single cell suspension was filtered with 70 μm cell strainer (BD Biosciences, San Jose, CA) and stained with PE conjugated LGR5 and PE conjugated CXCR4 antibody (1:50 dilution) and surface expression was analyzed with Aria-BD FACSAria™ II High-Speed Cell Sorter (BD Biosciences, San Jose, CA).

### Apoptosis assay in the xenograft tissue

Mice were sacrificed and tissue was snap frozen in liquid nitrogen using O.C.T. Compound (Sakura Finetek USA Inc.) and stored at −80C till further use. 5 micron sections of xenograft tissues were stained using ApopTag Peroxidase *In Situ* Apoptosis detection kit (Millipore, USA), as per the manufacturers protocol. Images were acquired on a Nikon TI-U fluorescent phase contract microscope. The number of TUNEL-positive cells was counted in ten random high-power fields (80x), and the average number of TUNEL-positive cells was determined for each condition tested.

### Statistical analysis

All data are expressed as means ± SEM unless otherwise indicated. The results were analyzed using the unpaired, two-tailed Student's t-test. *p < 0.05; **p < 0.005 was designated as the level of significance unless specified otherwise.

## SUPPLEMENTARY MATERIAL FIGURES

## Abbreviations

4EBP1: eIF-4E-binding protein 1
AA: Antibiotic-Antimycotic liquid
acetyl-CoA: Acetyl Coenzyme A
AKT: Protein kinase B
CD133: Prominin-1/Cluster of differentiation133
CD44: Cluster of differentiation 44
C-MYC: Myc proto-oncogene protein
CSC: Colorectal cancer stem cells
CXCR4: C-X-C chemokine receptor type 4
DCAMKL1: doublecortin and CaM kinase-like 1
DMAPP: Dimethylallyl pyrophosphate
DMEM/F12: Dulbecco's Modified Eagle Medium: Nutrient Mixture F-12
Dual (hi): CD133(hi)/CXCR(hi)
Dual (low): CD133(low)/CXCR4(low)
EDTA: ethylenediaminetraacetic acid
ELDA: Extreme limiting dilution analysis
FDPS: Farnesyl diphosphate synthase
FPP: Farnesyl pyrophosphate
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
HMGCR: 3-hydroxy-3-methyl-glutaryl-CoA reductase
HMGCS1: 3-hydroxy-3-methyl-glutaryl-CoA synthase
HPF: High power field
IC50: half maximal inhibitory concentration
IDI: Isopentenyl-diphosphate delta isomerase
IGF1: Insulin-like growth factor-1
IGF2: Insulin-like growth factor-2
IGF-1R: Insulin-like growth factor-1 receptor
IGF-1R KD: IGF-1R Knock down
InAT: Insulin-like growth factor-1 receptor / Protein kinase B / mammalian target of rapamycin
IPP: Isopentenyl pyrophosphate
LGR5: Leucine-rich repeat-containing G-protein coupled receptor 5
MAPK: Mitogen-activated protein kinases
MCF: Michigan Cancer Foundation
MIB: Mevalonate-isoprenoid biosynthesis
mTOR: mammalian target of rapamycin
mTORC1: mammalian target of rapamycin complex 1
MVA: Mevalonic acid
MVK: Mevalonate kinase
NANOG: Nanog homeobox
N-BP: nitrosylated-bisphophonates
OCT-4: octamer-binding transcription factor 4
p70S6K: p70S6 kinase
PI3K: Phosphatidylinositol-4,5-bisphosphate 3-kinase
PTEN: phosphatidylinositol-3,4,5-trisphosphate 3-phosphatase
RAF: proto-oncogene c-RAF;
SCM: Stem cell media
SP: Side population
SREBP: Sterol regulatory element binding proteins
TKI: Tyrosine kinase inhibitor
TUNEL: Terminal deoxynucleotidyl transferase dUTP nick end labeling

# Supplementary material for: Inhibition of insulin-like growth factor receptor/AKT/mammalian target of rapamycin axis targets colorectal cancer stem cells by attenuating mevalonate-isoprenoid pathway in vitro and in vivo
**Source:** Oncotarget. 2015 Mar 29;6(17):15332–47. doi: 10.18632/oncotarget.3684
**Supplement:** Supplementary file 1

**Inhibition of insulin-like growth factor receptor/AKT/mammalian target of rapamycin axis targets colorectal cancer stem cells by attenuating mevalonate-isoprenoid pathway *in vitro* and *in vivo***

Supplementary Material

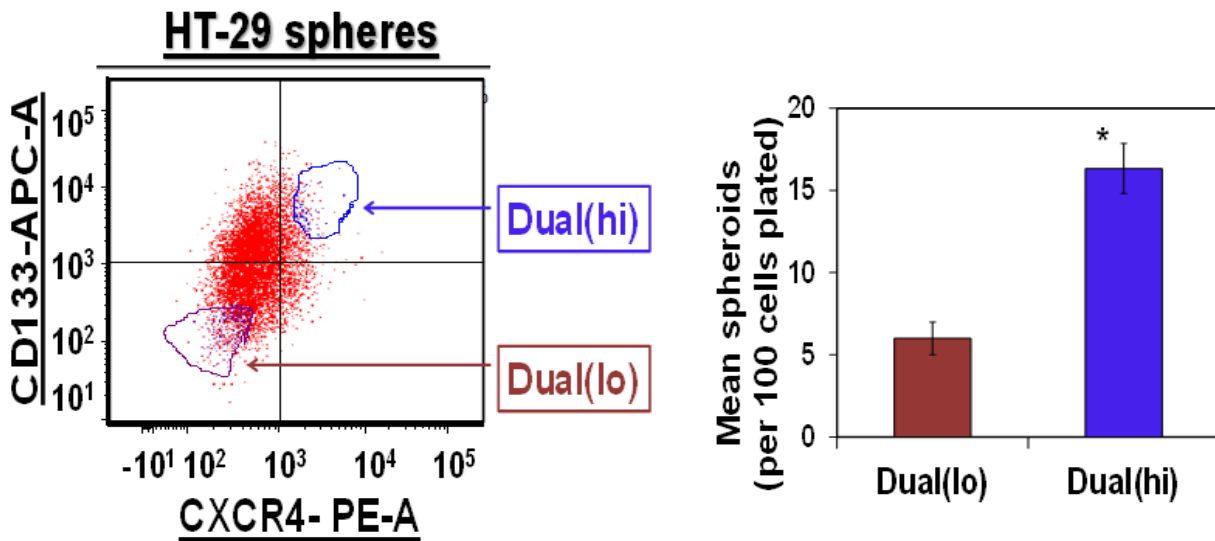

**Supplementary Figure 1: Increased sphere formation in HT-29 sorted Dual(hi) cells.** Florescence assisted sorting analysis in HT-29 spheroids demonstrates increase colonosphere forming ability in dual(hi) compared to dual(lo) cells. Data are presented as mean  $\pm$  SD ( $n = 3$ ). \* $p < 0.05$ ; \*\* $p < 0.005$

## A. Top canonical pathways enriched in spheroids

| Pathway                                                      | Enrichment ratio<br>(number of genes significantly<br>altered/total number of genes<br>in the pathway) | P-<br>value |
|--------------------------------------------------------------|--------------------------------------------------------------------------------------------------------|-------------|
| Superpathway of Cholesterol Biosynthesis                     | 0.400                                                                                                  | <0.001      |
| Cholesterol Biosynthesis I                                   | 0.462                                                                                                  | <0.001      |
| Cholesterol Biosynthesis II<br>(via 24,25-dihydrolanosterol) | 0.462                                                                                                  | <0.001      |
| Cholesterol Biosynthesis III<br>(via Desmosterol)            | 0.462                                                                                                  | <0.001      |
| Mevalonate Pathway                                           | 0.417                                                                                                  | <0.001      |
| IGF-1 Signaling                                              | 0.2                                                                                                    | <0.01       |
| Her-2 Signaling                                              | 0.2                                                                                                    | <0.05       |

## B. Expression of Superpathway of Cholesterol Biosynthesis genes in spheroids

| Symbol  | Entrez Gene Name                                       | Fold Change |
|---------|--------------------------------------------------------|-------------|
| ACAT2   | acetyl-CoA acetyltransferase 2                         | 2.839       |
| CYP51A1 | cytochrome P450, family 51, subfamily A, polypeptide 1 | 2.491       |
| FDFT1   | farnesyl-diphosphate farnesyltransferase 1             | 5.140       |
| HMGCR   | 3-hydroxy-3-methylglutaryl-CoA reductase               | 2.374       |
| HMGCS1  | 3-hydroxy-3-methylglutaryl-CoA synthase 1 (soluble)    | 7.489       |
| IDI1    | isopentenyl-diphosphate delta isomerase 1              | 4.514       |
| MSMO1   | methylsterol monooxygenase 1                           | 2.939       |
| MVD     | mevalonate (diphospho) decarboxylase                   | 3.973       |
| NSDHL   | NAD(P) dependent steroid dehydrogenase-like            | 2.112       |
| SC5D    | sterol-C5-desaturase                                   | 3.131       |
| SQLE    | squalene epoxidase                                     | 2.508       |

**Supplementary Figure 2: Gene microarray analysis in HT-29 cells.** A Gene microarray analysis was performed in HT-29 cells grown as monolayer and spheroid (enriched in CSCs) using Affymetrix® platform and data were analyzed through the use of Ingenuity Pathways Analysis (Ingenuity® Systems, www.ingenuity.com). (A) List of top canonical pathways showing highly significant enrichment (p<0.05) in spheroids compared to monolayer controls are represented in a tabular form. The enrichment ratio

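An enrichment ratio is the share of a pathway's genes that passed the 2-fold threshold in either direction. The gene lists of the pathway software were not used here, and the shares that follow are over lists fixed before the data were examined. In the mevalonate pathway 4 of 9 measured genes, or 44.4%, were at least 2-fold higher in HT-29 spheroids and 0 were lower. Those 4 were HMGCS1, IDI1, ACAT2 and MVD, enzymes of the steps up to isopentenyl pyrophosphate and its isomer. In cholesterol biosynthesis 2 of 10 measured genes, or 20%, were at least 2-fold higher, the sterol enzymes MSMO1 and SC5D, and 0 were lower. As many genes higher were seen in 0 of 10000 matched random lists for the first pathway and in 42 for the second. In IGF-1 signalling 5 of 56 measured genes, or 8.93%, passed the threshold, 1 higher and 4 lower, where random lists held 2.27 on average and 750 of 10000 held as many. In HER-2 and EGF signalling 1 of 16, or 6.25%, did so, the ligand gene EREG, which was 2.06-fold higher, and 4080 of 10000 random lists held as many. The median log2 difference of that list was 0.04, at the 84.0th percentile, but -0.20 (11.3rd) without a floor and -0.11 with the floor at the 75th percentile (31.2nd) or from olfactory receptors (34.4th). Taking the probe set with the largest difference for each gene gave 4 cholesterol biosynthesis genes and 9 IGF-1 signalling genes past the threshold. Scaling to the spike-ins, chosen after the data were seen, brought 7 cholesterol biosynthesis genes past it, and IGF-1 signalling genes past it numbered 8 without a floor and 3 with the floor at the 75th percentile.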

indicates proportions of genes in a given pathway that are significantly altered in the spheroids compared to monolayer controls. Two related pathways: superpathways of cholesterol biosynthesis, and mevalonate pathway (highlighted in blue) as well as IGF-1 signaling pathway (highlighted in red) were amongst the top canonical pathway enriched in spheroids. **(B)** Table lists relative expression of genes in the superpathway of cholesterol biosynthesis, top canonical pathway, in HT-29 spheroids compared to monolayer controls. 

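Folds of the sterol genes depend on the probe set. HMGCS1 has 2 probe sets, with folds of 5.63 and 7.49 for spheroids over monolayer, and the paper's listed fold is 7.489. The brightest of the 4 probe sets of IDI1, an isomerase of the mevalonate pathway, gave 4.51 and the lowest 0.871, and the paper's listed fold is 4.514. For SQLE, the squalene epoxidase, the brightest probe set gave 1.61, with others from 1.15 to 2.51, where the paper lists 2.508. NSDHL, a sterol dehydrogenase, was 1.80-fold higher by its brightest probe set and 2.11-fold higher by the other. ACAT2 and MSMO1 have 1 probe set each, with folds of 2.84 and 2.94, and SC5D had a fold of 3.13 by its brightest probe set. For MVD the ratio of the signals as deposited was 3.97, but the monolayer signal of 47.0 lies under the floor, and against the floor the gene was at least 2.98-fold higher. Of the 11 genes in Supplementary Fig. 2B, 8 have a probe set assigned to them alone here, and for 8 of these 8 the listed fold equals that of a single probe set within 0.001.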

The genes that are common amongst the two related pathways of superpathway of cholesterol biosynthesis and mevalonate pathway (panel A, highlighted in blue) are highlighted in red font.

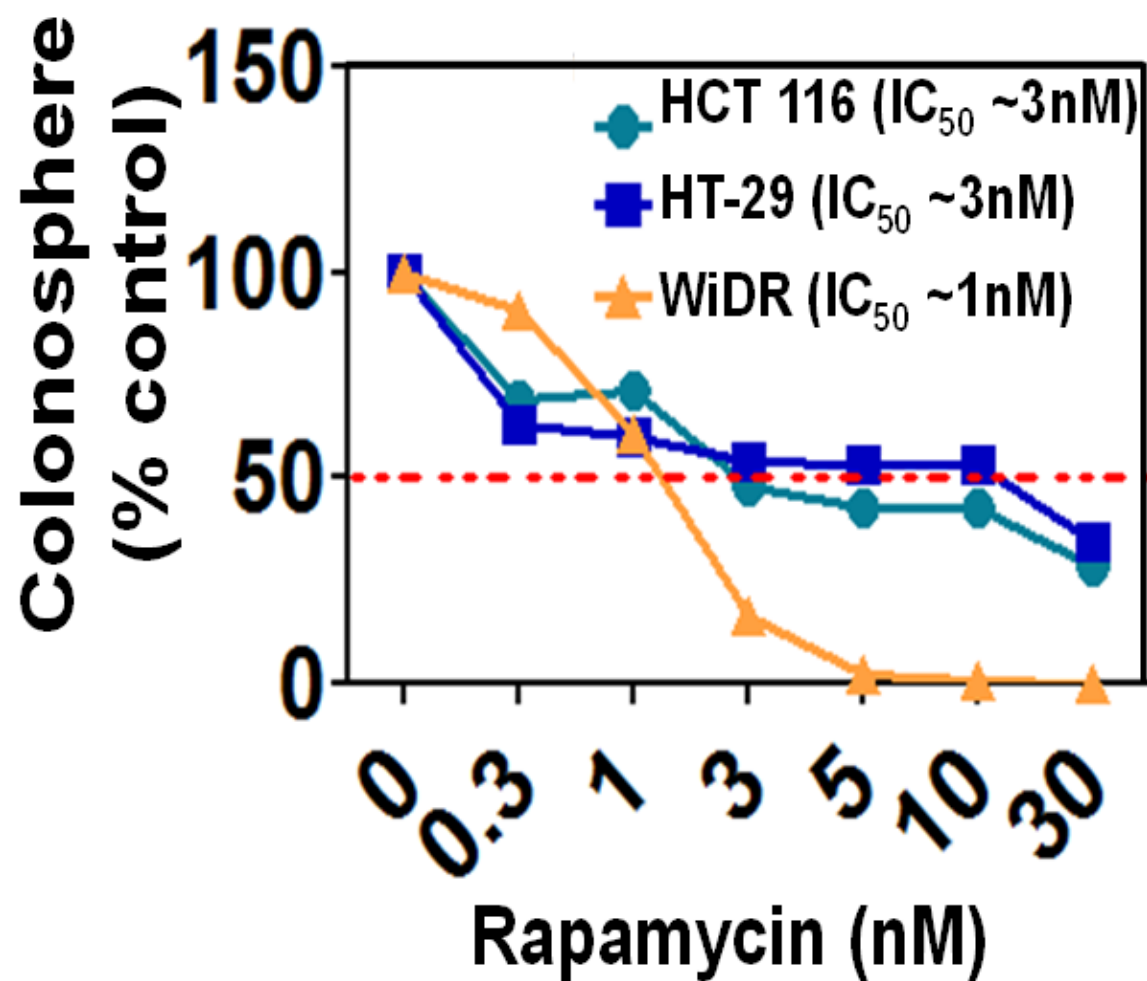

**Supplementary Figure 3: Rapamycin inhibits spheroid growth in a dose dependent fashion.** Dose response curve shows inhibition of primary colonosphere formation in three colon cancer cell lines (HCT-116, HT-29 and WiDR) treated with Rapamycin, an mTOR inhibitor, with an  $IC_{50}$  ranging from 1 nM -3 nM compared to vehicle treated controls. Data are presented as mean  $\pm$  SD ( $n = 3$ ).

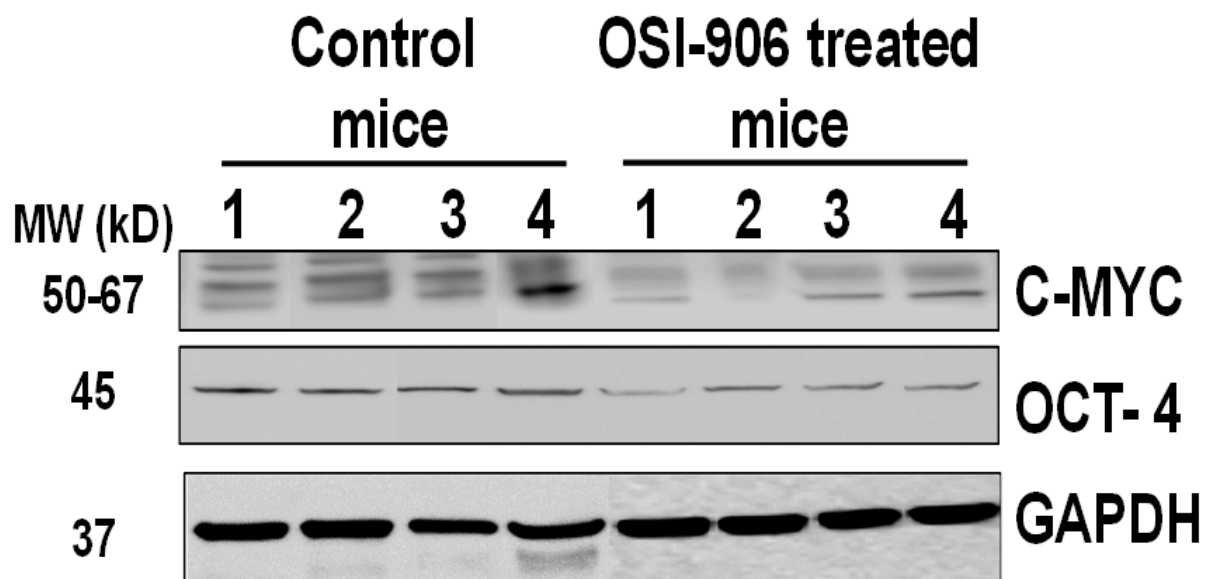

**Supplementary Figure 4: Self-renewal marker expression in OSI-906 xenografts.** Immunoblots show decreased expression of self-renewal factor (C-MYC and OCT-4) in four OSI-906 treated xenografts compared to vehicle controls. GAPDH is used as a loading control. Numbers under the blot represent relative densitometry values. Data are presented as mean  $\pm$  SD (n = 3).

How the deposited data were processed for this re-analysis (not part of the article)

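Gene expression was measured in HT-29 cells, a colorectal cancer line, grown as monolayer (1 array) or harvested as spheroids after 5 days in stem cell media (1 array). The authors hybridised each RNA to a Human Genome U133 Plus 2.0 array and computed MAS5 signals with Affymetrix Expression Console, and the deposited values are those signals, intensities on a linear scale scaled to a trimmed mean of 500. The table holds 54675 probe sets and no detection calls. The methods describe duplicates, of which 1 array per condition was analysed here, and this number limits the precision. Differences therefore have no replicate check, and no test and no p-value was computed.

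From the deposited intensities the following was computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plotted with matplotlib 3.10.9. Probe sets were named through the platform's annotation. Of these, 41097 have 1 gene, 1801 several, from which no gene was named, and 11777 are not listed and stay unnamed. Gene numbers of 41043 were matched to current symbols of the GRCh38.p14 RefSeq table, which was used only for names and for which genes overlap. Some genes that the paper names have no probe set assigned to them alone and are not reported here. Signals under a floor, the 50th percentile of all signals, were set to it, and log2 was taken. The probe set with the highest mean log2 signal stood for the gene. A gene under the floor on 1 array has a bound, and a gene under it on both has no fold. The threshold was 2-fold, as in the methods.

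Gene lists were fixed before the data were examined: the mevalonate pathway, cholesterol biosynthesis, sterol-regulated uptake and control, fatty acid synthesis, sterol efflux, isoprenoid use, the InAT axis, IGF-1 signalling, HER-2 and EGF signalling, CSC markers, Wnt targets, intestinal differentiation, hypoxia and glycolysis, cell cycle, the unfolded protein and amino acid response, epithelial-mesenchymal transition, attachment and YAP targets, immediate early genes, retinoid, glucocorticoid, oxidative stress and interferon responses, metallothioneins, markers of other cell types and reference genes. They are not the lists of the pathway software. The median log2 difference of each was placed among 10000 random lists of the same size drawn from 20 bins of mean signal, and under each alternative setting among 2000 such lists drawn anew. Genes named are those the study names or measures by Q-PCR, whose values in Supplementary Fig. 2 had been seen, the 10 largest differences in each direction among genes above the floor on both arrays, and up to 4 members with the largest difference in each list. Other members are named to complete a list, after their values were seen.

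The computation was tested on simulated data made from the signals of these arrays, with noise added. Over 19775 genes, 50 genes given a log2 difference of 1.5 were past 2-fold in 98% of cases and 50 given -1.5 in 96%. Of genes with no difference 0.056% were past it. These rates follow from the amount of noise that was added and check the computation only. They are not error rates of these arrays, whose replicate noise is unknown. Alternatives set before the data were examined were median scaling, quantile normalization, scaling to GAPDH, no floor, a floor at the 75th percentile, a floor at the 95th percentile of olfactory receptor probe sets, the median of a gene's probe sets, the probe set with the largest difference, a pseudocount of 15.9 (the 25th percentile of all signals) and a 3-fold threshold. Scaling to the hybridisation spike-ins was added after the data were seen. Q-PCR, immunoblots and other cell lines were not analysed here.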

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

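The tests of sterol efflux, of scaling over the InAT axis, of probe set choice and both tests of saturation, and the scaling to spike-ins, were chosen after the results were seen. A standard error given beside a median below is the SD across the genes over the square root of their number. It is the error of a mean and holds no replicate variation.

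The median log2 difference between spheroids and monolayer was taken for 25 gene lists. For 12 it was under the 2.5th or above the 97.5th percentile of matched random lists. About 1.25 would fall there if the lists held unrelated genes, but several lists share members. The random lists also hold no culture or array variation, so the number of lists outside is a description and not evidence of an excess. Of the 12, 10 are lists for which the paper reports no array values, although it discusses the SREBPs, whose genes are in the sterol-regulated list. Above stood sterol-regulated uptake and control (0.85), the unfolded protein and amino acid response (0.59), immediate early and serum response genes (0.49), glucocorticoid response genes (0.31), fatty acid synthesis (0.28), interferon response genes (0.28) and hypoxia and glycolysis (0.27). Below stood epithelial-mesenchymal transition (-0.66), attachment and YAP targets (-0.45) and Wnt target genes (-0.33). Of these 10, 5 came within the limits under some settings. The epithelial-mesenchymal transition list did so with the floor at the 75th percentile (0.04, 72.0th percentile), without a floor (0.02, 64.8th) and with the floor from olfactory receptors (4.50th), and the glucocorticoid list with the median of probe sets (68.8th), without a floor (72.3rd) and with the probe set of the largest difference (-0.25, 19.7th). Wnt target genes did with the floor at the 75th percentile (9.90th) and without a floor (8.35th), interferon response genes without a floor (95.8th) and with the floor from olfactory receptors (97.2nd), and fatty acid synthesis with the probe set of the largest difference (97.1st).

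Among sterol-regulated genes INSIG1, the sterol-sensing retention factor of SREBP, was 3.89-fold higher, the sterol carrier STARD4 3.47-fold and LPIN1 3.21-fold. Of the 9 measured, 4 were at least 2-fold higher and 8 above 0. The SREBP genes SREBF2 and SREBF1 were at log2 differences of 0.60 and 0.39, and SCAP was at -0.53. The other probe set of SREBF1 was lower in spheroids, also at -0.53, so the direction of SREBF1 is not settled. Sterol synthesis and sterol-regulated genes were thus mostly higher together. Scaling of the arrays does not account for this, since the lowest median of 28 such genes over the other scalings was 0.79 (standard error 0.14), nor does noise of dim probe sets, since 25 members above the 75th percentile of signals on both arrays had a median of 0.85 (standard error 0.16). A candidate explanation is the change from medium with serum, a source of lipoprotein cholesterol, to stem cell media. The 6 measured genes of the sterol efflux list, taken as genes that sterols induce, had a median of -0.46 (standard error 0.22). It lay at the 7.57th percentile of random lists and so within their limits. The median was -0.22 with the floor at the 75th percentile and -0.21 (6.30th) relative to the spike-ins. All 6 were under 0, but unevenly. ABCG1, LPCAT3, NR1H3 and MYLIP were at -1.50, -0.93, -0.52 and -0.40. ABCA1 and APOE were at -0.15 and -0.08, so a fall of efflux genes as a group is not read from this median. Medium and growth form changed together, so these arrays leave the medium, the growth as spheroids and an enrichment of CSCs open, and the 3 cannot be told apart.

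Hypoxia genes were higher in part. ANKRD37, ANGPTL4, ADM (3.87-fold), VEGFA (2.56-fold) and PDK1 (2.02-fold) were at least 2-fold higher, while LDHA, PGK1 and SLC2A1 had log2 differences of 0.13, -0.13 and 0.08. Saturation of bright probe sets does not account for the difference among members as a whole, since 16 of the 22 members under 2-fold had signals under 16000 on both arrays, where the highest signal was 68687, but it stays open for the other 6, LDHA and PGK1 among them, which had a median of -0.13 (standard error 0.07) where the 16 had 0.30 and went from -0.51 to 0.89. Noise of dim probe sets does not account for the shift either, since the list's median stayed at the 100th percentile of random lists with the floor at the 75th percentile of signals. Low oxygen inside spheroids may account for it, as a hypothesis that these arrays, without a spheroid grown in more oxygen, cannot test.

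IGF1R, IRS2 and MTOR were lower in spheroids, at log2 differences of -0.77, -1.40 and -0.95. The highest median of the 3 genes over the other scalings was -0.71, relative to the spike-ins. Its error of 0.24 was taken instead from the SD of 0.41 between probe sets of one gene. That scaling moved the median of all measured genes from -0.05 to 0.18. The 3 genes stayed lower after that shift. The shift is smaller than each of their differences and could not have turned them, so no conclusion on scaling is drawn beyond the scalings run. The 3 genes are also the lowest of 20 measured InAT axis genes, so their values do not extend to the axis as a whole. The median of the 20 turned from -0.15 to 0.10 (standard error 0.11) by that shift. The list was at the 18.1st percentile of 2000 random lists before it and the 18.8th after, so the turn decides nothing. The choice of probe set stays open. Of the 3 other probe sets above the floor on both arrays, all of IGF1R or IRS2, 2 were lower and 1, of IGF1R, was higher. The other probe set of MTOR went from 4.71 in monolayer, under the floor, to 72.1 in spheroids, near the floor. A lower mRNA with a more active receptor could not be examined on arrays, and the biological explanation was not tested.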

How the results depend on the processing

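The scaling to spike-ins was chosen after the data were seen. The medians of the mevalonate pathway and of cholesterol biosynthesis stayed above 0 under all 10 settings run on them. Without a floor the mevalonate median was 1.03, since IDI2, below the floor otherwise, then counts as measured. At a 3-fold threshold 52 genes were past it upward and 60 downward. At 2-fold the counts were 100 higher and 74 lower with the floor at the 75th percentile. They were 791 and 716 with the probe set of the largest difference and 2476 and 2502 without a floor. Relative to the spike-ins they were 700 and 189. That scaling moved the median over all measured genes from -0.05 to 0.18. It brought 7 cholesterol biosynthesis genes past 2-fold, the probe set of the largest difference 4 and the median of probe sets 1. At the 3-fold threshold 1 was past it. At the 3-fold threshold 2 mevalonate genes were past it. IGF-1 signalling genes past the threshold numbered 1 at 3-fold, 3 with the floor at the 75th percentile, 8 without a floor and 9 with the probe set of the largest difference. The floor and probe set settings change which genes or probe sets count, while the 3-fold threshold and the spike-in scaling left the same 10 cholesterol biosynthesis genes measured, and no further cause was tested. Of 58 named genes past 2-fold, 0 changed sign under these settings, 7 were no longer past it with the median of probe sets, 2 relative to the spike-ins and 1 with the floor from olfactory receptors, and 10 of the 46 measured were not with the floor at the 75th percentile. Signals near the floor limit what can be read: olfactory receptor probe sets, at a median signal of 18.7, had an SD of 1.71 in their log2 difference.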

Differences from the paper's values

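For SQLE the paper lists a fold of 2.508, and the value here was 1.61. Of the settings set before the data were examined, the probe set with the largest difference gave 2.51, and the other 8 run on it did not reach the paper's value. The paper's enrichment ratio of cholesterol biosynthesis is 0.462, and the share over the list used here was 0.2. It was 0.4 with the probe set of the largest difference, and the other 8 settings stayed apart. Of the members of that list, 2 that the paper lists past 2-fold have no probe set assigned to them alone and are not counted in the share. For IGF-1 signaling the paper's ratio is 0.2 and the share here was 0.0893. It came to 0.161 with the probe set of the largest difference and to 0.138 without a floor, and the other 7 settings stayed apart. For HER-2 signaling the paper's ratio is 0.2 and the share here was 0.0625, and under 0 of the 9 settings did it come within the paper's value. The lists of the pathway software, on which the paper's ratios rest, differ from the lists used here.

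Of 6 genes compared with Q-PCR in other HT-29 cultures HMGCS1 at 5.63 and IDI1 at 4.51 did not differ, although IDI1 did with the median of probe sets (2.34). For MVD the paper shows a fold of about 7.3 in Fig. 3A, read by eye. The lower bound of 2.98 for MVD cannot differ from a higher fold and so decides nothing. Without a floor MVD was at 3.97 and did differ. For the other 3 the paper shows a fold of about 3.6 for ACAT1 in Fig. 3A, read by eye, where the array gave 0.904. For MVK it shows about 6.7 in Fig. 3A, read by eye, where the array gave 1.47, and for FDPS about 5.3 in Fig. 3A, read by eye, where it gave 1.43. Under 0 of the 9 settings did ACAT1, MVK and FDPS come within the paper's values.

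The paper proposes, from the enrichment of IGF-1 signaling in HT-29 spheroids, that it is upregulated together with the MIB pathway. Its measurements of the receptor in HCT-116 spheroids and in sorted HT-29 cells, which were higher, are not tested by these arrays. Of 56 measured genes of the IGF-1 signalling list 22 had a log2 difference above 0 and 34 under 0, and of the 5 past 2-fold 4 were lower. Over the InAT axis 8 of 20 genes were above 0 and 12 under 0. These signs depend on the scaling, since the median of all measured genes was itself -0.05, and relative to the spike-ins, where it was 0.18, 34 of the 56 and 11 of the 20 were above 0. On the MIB pathway 7 of 9 mevalonate pathway genes were above 0, which is the paper's direction. The paper's enrichment of that pathway comes from these same arrays, so this is no independent check. The paper also states that IDI2 was higher in HT-29 spheroids, and its signals of 3.62 and 15.4 were both below the floor here. It places the cholesterol and MIB pathways among its leading pathways with a different number in its results and in its discussion, and no pathway ranking by that software was made here.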

Other observations

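Genes of endoplasmic reticulum stress and amino acid limitation were higher in spheroids, 6 of 18 at least 2-fold and 0 lower. Besides DDIT3 these include DNAJB9, a chaperone cofactor of the endoplasmic reticulum, at a log2 difference of 1.78, the stress transcription factor ATF3 at 1.30, DDIT4, an inhibitor of mTORC1 also known as REDD1, at 1.23 and SLC7A11, the cystine transporter, at 1.04. ATF4 itself was at 0.18 and ASNS, the asparagine synthetase, at -0.38. Of 14 immediate early genes 2 were at least 2-fold higher, ATF3 and JUN (2.31-fold), with EGR1 1.87-fold and DUSP1 1.80-fold higher, and 3 were under 0, FOSL1 at -0.27, DUSP5 at -0.25 and FOSB at -0.09. Of 10 measured interferon-stimulated genes 2 were at least 2-fold higher, IFIT2 and IFIT3 (3.13-fold), with CXCL10 1.97-fold higher, IRF1 at -0.05 and IFI27 at -0.47. Of fatty acid genes ACSS2, an acetyl-CoA synthetase, was 2.25-fold and the elongase ELOVL6 2.12-fold higher.

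Of the 10 measured genes of the epithelial-mesenchymal transition list 4 were at least 2-fold lower and 0 higher. TWIST1 was 2.47-fold lower and VIM, vimentin, 2.29-fold lower, MMP7 at least 2.71-fold and ZEB1 at least 2.53-fold by its brightest probe set, with the only probe set of ZEB1 above the floor on both arrays at -0.80, while FN1, fibronectin, had a log2 difference of 0.06 and the epithelial genes CDH1, OCLN and CLDN7, also on the list, 0.41, 0.07 and 0.02. With the floor at the 75th percentile 0 of the 6 still measured were 2-fold lower, and their median was 0.04. Of genes of attachment and YAP targets THBS1, thrombospondin, was 2.53-fold and the receptor kinase AXL 2.50-fold lower, the integrin subunit ITGB4 was at -0.91, and CCN1 went the other way, at 0.68. Among Wnt targets 0 of 14 passed 2-fold, and 10 were under 0 and 4 above 0. SOX9 was at -0.68, AXIN2 at 0.02, ZNRF3 at 0.25 and RNF43 at 0.64. Glucocorticoid-responsive genes went both ways, TIPARP at 1.23 and TSC22D3 at 1.03, SGK1 at -1.30 and KLF9 at -1.95.

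The median of 29 cell cycle genes was -0.06, at the 46.9th percentile of random lists, and 0.18 relative to the spike-ins, at the 47.3rd. CCNE2 was at 1.46, CDK1 at 0.63, PLK1 at -0.85 and MKI67 at -0.48, although 2 of the 4 probe sets of MKI67 were higher. Of 27 intestinal differentiation genes 7 were above the floor, only 3 of them on both arrays, KRT20 2.19-fold higher, CA2 2.21-fold lower and FCGBP 1.67-fold higher. The median of 0.35 (96.9th percentile) is the bound of CDX2, and it was 0.72 (98.1st) over 27 genes without a floor and -1.15 (0.375th) with the floor at the 75th percentile, where CA2 alone was measured, so no direction is read from this list. The medians were 0.05 for retinoid response genes (64.8th percentile), 0.00 for oxidative stress response genes (68.7th) and -0.26 for metallothioneins (4.68th), which share sequence. Of 13 markers of fibroblasts, endothelium and blood cells with a probe set of their own, 9 were below the floor on both arrays, and the median of the other 4 was -0.18 (30.4th percentile), with the collagen gene COL1A1 at 0.53 and the red cell gene HBB at -0.39. For 8 reference genes the median was -0.17 (16.3rd percentile), with GAPDH, the Q-PCR reference of the paper, at 0.02 and ACTB at -0.28, and it was 0.08 relative to the spike-ins, at the 14.4th.

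The long non-coding gene RUSC1-AS1, among the 10 largest differences upward at 2.48, overlaps FDPS and RUSC1 in the GRCh38.p14 gene table. FDPS was at 0.51 and RUSC1 at -0.31. The strand of the signal was not examined.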
